# Truncation of Pik3r1 causes severe insulin resistance uncoupled from obesity and dyslipidaemia by increased energy expenditure

**DOI:** 10.1016/j.molmet.2020.101020

**Published:** 2020-05-19

**Authors:** Albert Kwok, Ilona Zvetkova, Sam Virtue, Ineke Luijten, Isabel Huang-Doran, Patsy Tomlinson, David A. Bulger, James West, Steven Murfitt, Julian Griffin, Rafeah Alam, Daniel Hart, Rachel Knox, Peter Voshol, Antonio Vidal-Puig, Jørgen Jensen, Stephen O'Rahilly, Robert K. Semple

**Keywords:** Insulin resistance, Diabetes, Lipotoxicity, PI 3-Kinase, p85, Pik3r1, Lipids, IR, insulin resistance, PI3K, phosphoinositide 3-kinase, SHORT syndrome, Short stature, Hyperextensibility of joints, Ocular depression, Rieger anomaly of the iris, and Teething delay, RER, Respiratory Exchange Ratio, HFD, High-Fat Diet

## Abstract

**Objective:**

Insulin signalling via phosphoinositide 3-kinase (PI3K) requires *PIK3R1-*encoded regulatory subunits. C-terminal *PIK3R1* mutations cause SHORT syndrome, as well as lipodystrophy and insulin resistance (IR), surprisingly without fatty liver or metabolic dyslipidaemia. We sought to investigate this discordance.

**Methods:**

The human pathogenic *Pik3r1* Y657^∗^ mutation was knocked into mice by homologous recombination. Growth, body composition, bioenergetic and metabolic profiles were investigated on chow and high-fat diet (HFD). We examined adipose and liver histology, and assessed liver responses to fasting and refeeding transcriptomically.

**Results:**

Like humans with SHORT syndrome, *Pik3r1^WT/Y657∗^* mice were small with severe IR, and adipose expansion on HFD was markedly reduced. Also as in humans, plasma lipid concentrations were low, and insulin-stimulated hepatic lipogenesis was not increased despite hyperinsulinemia. At odds with lipodystrophy, however, no adipocyte hypertrophy nor adipose inflammation was found. Liver lipogenic gene expression was not significantly altered, and unbiased transcriptomics showed only minor changes, including evidence of reduced endoplasmic reticulum stress in the fed state and diminished Rictor-dependent transcription on fasting. Increased energy expenditure, which was not explained by hyperglycaemia nor intestinal malabsorption, provided an alternative explanation for the uncoupling of IR from dyslipidaemia.

**Conclusions:**

*Pik3r1* dysfunction in mice phenocopies the IR and reduced adiposity without lipotoxicity of human SHORT syndrome. Decreased adiposity may not reflect *bona fide* lipodystrophy, but rather, increased energy expenditure, and we suggest that further study of brown adipose tissue in both humans and mice is warranted.

## Highlights

• SHORT syndrome features insulin resistance and reduced adiposity without dyslipidaemia and fatty liver.
• A mouse model with a pathogenic human PI 3-Kinase mutation recapitulates this uncoupling.
• Surprisingly, no adipose injury nor increased liver *de novo* lipogenesis is seen.
• Energy expenditure is increased, causing resistance to diet-induced obesity.
• This increases evidence for some beneficial metabolic effects of PI 3-Kinase inhibition.

## 1 Introduction

Adipose tissue is essential for metabolic health in the face of sustained positive energy balance. When adipose expansion is constrained, as in lipodystrophy, its capacity to sequester excess energy and serve as a physiological “energy buffer” is overwhelmed [1]. Injury and inflammation of any residual adipose tissue ensues, causing systemic inflammation and rerouting substrates to the liver, pancreas and muscle. Insulin resistance (IR), diabetes, aggressive fatty liver disease, and severely elevated plasma lipoprotein concentrations are thus common consequences of lipodystrophy [2].

SHORT syndrome (short stature, hyperextensibility of joints, ocular depression, Rieger anomaly of the iris, and teething delay) is a human monogenic syndrome including lipodystrophy [[3], [4], [5]]. This form of lipodystrophy is highly unusual - though associated with insulin resistant diabetes [[3], [4], [5]], this is uncoupled from fatty liver and dyslipidaemia [6]. SHORT syndrome also does not feature the suppressed plasma adiponectin concentration commonly seen in IR and other lipodystrophies [7], proving that some elements of the “insulin resistance syndrome” are dissociable.

SHORT syndrome is caused by mutations in *PIK3R1*; encoding components of the insulin signalling enzyme phosphoinositide 3-kinase (PI3K) [[3], [4], [5]]. The PI3K subtype required for insulin action comprises a p110α catalytic subunit bound to a regulatory subunit, three (p85α, p55α and p50α) of which are encoded by *PIK3R1*. *PIK3R1* products stabilise catalytic subunits, mediating their recruitment to receptor tyrosine kinases or their substrates, including the insulin receptor and IRS1 [8,9].

Before the discovery of *PIK3R1* mutations in SHORT syndrome, *Pik3r1* had been intensively studied in mice. Selective p85α deficiency [10,11] or deletion of p50α and p55α [12] surprisingly enhances insulin sensitivity, which has been accounted for by compensation by other regulatory subunits, and/or altered stoichiometry of catalytic and regulatory subunits. A critical insight from the study of SHORT syndrome was that the insulin signalling role of PIK3R1 could be severely attenuated by neomorphic mutations disrupting the C-terminal SH2 domain [[3], [4], [5]]. Such dominant negative PIK3R1 alleles, which severely reduce insulin-induced activation of PI3K without abolishing the expression of PI3K, offer the opportunity to interrogate, more precisely than has been possible to date, the *in vivo* pathophysiological roles of PI3K activity in IR.

In human lipodystrophy, *de novo* lipogenesis contributes significantly to liver triglyceride and plasma lipid content [13]. In contrast, mutations in the *INSR* gene encoding the insulin receptor produce extreme IR with normal plasma lipid profile, normal liver lipid content, and no increase in hepatic *de novo* lipogenesis [13]. Furthermore, murine models with knockout of any one of several components of the insulin signalling pathway (*Insr* [14], *Irs1* and *Irs2* [15], p85α and β [16], *Pik3ca* [17], or *Rictor* [18]) demonstrate that liver insulin signalling drives hepatic *de novo* lipogenesis. We thus hypothesised that in SHORT syndrome, the liver is protected from increased insulin-mediated lipogenesis, which is relatively unaffected by common IR [19], and that this explains the absence of dyslipidaemia and fatty liver despite severe IR and lipodystrophy.

We report a novel murine SHORT syndrome model caused by a human pathogenic allele, Y657∗, that reproduces uncoupling of metabolic dyslipidaemia from severe IR. Surprisingly, hepatic lipogenic transcriptional programmes were minimally perturbed, although metabolic inflexibility with a dyscoordinated fasting response was seen. Adipose tissue accumulation was reduced on high-fat feeding. We suggest that this is related to increased energy expenditure, likely via brown adipose tissue, rather than lipodystrophy, with hypolipidemia attributable to increased fuel oxidation. This potential explanation for the unusual IR subphenotype of SHORT syndrome warrants testing in humans with SHORT syndrome or other proximal insulin signalling defects.

## 2 Materials and methods

### 2.1 Mice generation and maintenance

The *Pik3r1* Y657∗ mutation and a neomycin resistance cassette flanked by LoxP sites were introduced into C57Bl/6 embryonic stem cells by homologous recombination before injection into Bl/6J blastocysts (Supplemental Figure S1). 

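In the GENCODE M21 annotation of the mouse genome build GRCm38, *Pik3r1* (ENSMUSG00000041417) lies on the minus strand of chromosome 13, from 101680563 to 101768217. Residue 657 of its 724-residue protein is a tyrosine, read from the codon TAT at 101686222 to 101686224. The codon lies in exon 15 of 16, which spans 101686208 to 101686378, and 67 residues follow it in the full-length protein. The reference coding sequence around the codon is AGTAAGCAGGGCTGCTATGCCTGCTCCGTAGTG, from the peptide SKQGCYACSVV, and the base change of the targeted allele is not analysed here. In liver RNA sequencing of 16-week-old male mice, the *Pik3r1* transcript was at 135 ± 14.1 CPM (counts scaled to library size; mean ± SD, n = 6 mice) in fed wild-type mice and 139 ± 25.4 (n = 6) in fed WT/Y657* mice. After a 16 h fast it was at 93.3 ± 8.52 in wild-type mice and 96.5 ± 15.2 in WT/Y657* mice, and after 6 h of refeeding at 126 ± 7.95 and 148 ± 16.4 (n = 6 each). The log2 fold change by genotype was 0.037 (standard error 0.10, adjusted p = 0.886) in the fed state, 0.048 (standard error 0.10, adjusted p = 0.807) in the fasted state and 0.23 (standard error 0.10, adjusted p = 0.423) in the refed state by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so the gene was not called in any state. Before adjustment over all genes tested the refed p was 0.0235 (edgeR, two-sided). These values sum the reads of both alleles.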

Animals were kept on a C57Bl/6J background, backcrossed at least three times, and housed on a 12-h-light/12-h-dark cycle at 23 °C, with *ad libitum* food and water access. Feeding was with chow (Catalogue no. 105, Safe diets) or 45% fat diet (45% fat, 35% Carbohydrate and 25% protein) (Catalogue no. D12451, Research diet, Inc). Experiments were carried out under the UK Home Office Animals (Scientific Procedures) Act 1986, following University of Cambridge ethical review.

### 2.2 Assessment of growth, body composition, and energy homeostasis

Body composition was determined by time-domain NMR with Bruker's minispec analyser. For food intake and energy expenditure measurement, male mice were acclimatized for 1 week to single housing then given chow or 45% fat diet for 10 days. Food intake was measured daily and energy expenditure measured by indirect calorimetry [20]. Locomotor activity was quantified as beam breaks over 48 h. Faecal energy content was measured by combusting dried faeces from 48 h calorimeter runs in an IKA Calorimeters Oxygen Bomb calorimeter (IKA C1).

### 2.3 *In vivo* metabolic studies

In fasting/refeeding studies, mice were fed chow *ad libitum* until 16 weeks of age before 16 h fasting, then 6 h refeeding with chow. Tissues were harvested and snap frozen prior to overnight fasting, or after fasting or after refeeding. For the study of insulin action, 16 h-fasted mice (16 weeks old) were injected with 2 U/kg insulin intraperitoneally and tissues collected after 10 min and snap frozen. Glucose tolerance testing was performed on overnight (16 h) fasted mice using 2 g/kg 20% glucose via oral gavage. Insulin tolerance testing was done by giving 0.5 U/kg intraperitoneal insulin to 6 h-fasted mice. For lipid tolerance testing, 16 h-fasted mice were administered 10 mL/kg olive oil by gavage.

Hyperinsulinemic euglycemic clamp studies and subsequent sample processing and analysis were conducted as described previously [21] on 16 week old mice after overnight fasting. The clamps used a priming dose of human insulin (0.7 mU), followed by constant insulin and [3-^3^H]-d-glucose infusion at 7 mU/h and 0.72 μCi/h, respectively.

### 2.4 Study of tissue insulin responsiveness *ex vivo*

Measurement of insulin action on isolated Soleus and Extensor Digitorum Longus was undertaken in 16-week-old male mice as described [22]. For primary preadipocyte differentiation studies, fat pads from 8 week-old male mice were isolated and cultured as described [20], but without 5-Triiodo-l-thyronine.

### 2.5 Biochemical assays

Blood was collected by cardiac puncture and plasma snap frozen before assays detailed in Supplemental Table 3. Glycogen hydrolysis in 1 M HCl (2.5 h at 100 °C), NaOH neutralization and fluorometric glucose analysis were used to determine the glycogen content of snap-frozen liver [23]. Hepatic triglyceride determination was used in the Triglyceride Colorimetric Assay kit (Cayman). Hepatic cholesterol was extracted from 10 mg of liver using a 400 μL chloroform:isopropanol:NP-40 mixture (7:11:0.1) before centrifugation, 30 min vacuum drying (50 °C) and dissolving in phosphate-buffered saline (PBS). The samples were assayed by Siemens Healthcare Diagnostics kit.

### 2.6 Metabolomic studies

Liver metabolites were extracted from tissue snap-frozen after dissection using a reported methanol/chloroform method [24]. Aqueous metabolites were further extracted as described in [24] and analysed using a Vanquish ultra-high performance liquid chromatography (UHPLC) system and TSQ Quantiva triple quadrupole mass spectrometer (Thermo Scientific) with compounds directly infused. Parameter optimisation used 1 μM standard solutions in a chromatographic buffer. Optimal mass spectrometry parameters and mass transitions were generated by automatic MassLynx™ (Version 1.4, Waters) protocols or, if standards were unavailable, deduced from known analogue parameters.

### 2.7 Assessment of *de novo* lipogenesis

Sixteen week chow-fed mice were fasted overnight, injected intraperitoneally with deuterated saline (24 μL/g), and given high carbohydrate diet (Harlan Teklad Diets, Cat no. TD88232) and 4% deuterated water (Goss Scientific Instruments Ltd, Cat no. DLM-2259) from 1 to 24 h later. Subsequent to culling, livers were snap-frozen and 50 mg homogenised in 600 μL methanol–chloroform (2:1) before extraction and analysis as described [25].

### 2.8 Histology

The sizes of at least 1000 adipocytes per genotype from 16-week-old chow-fed mice were measured in Formalin-fixed, paraffin-embedded (FFPE) tissue as described [26]. Adipose Treg cells were isolated and counted by FACS, also as reported [27].

### 2.9 Gene expression analysis

For protein studies fresh tissues were snap-frozen in liquid nitrogen, and homogenised using MD ceramic beads in RIPA buffer with proteinase/phosphatase inhibitors (liver, muscle) (Roche) or mortar and pestle in liquid nitrogen before dissolving in buffer (adipose). Protein concentrations were determined by BCA assay (BioRad). Western blotting employed the Novex gel system (Thermo Fisher Scientific). Antibodies are shown in Supplemental Table S4. Quantification employed the BioRad image system.

Total RNA was extracted and reverse transcribed for qPCR as previously described [28]. Target expression was normalised to the geometric mean of 4 housekeeping genes (Ywhaz, Ppia, B2m and Eef1a1) (Supplemental Table S4 for primer/probe sequences). RNA sequencing protocols and analysis have previously been reported [29].

### 2.10 Statistical analysis

D'Agostino & Pearson or Shapiro–Wilk tests were performed to test for Gaussian distribution of data. For Gaussian data, unpaired two-tailed Student's t tests for two group comparison and ANOVA with *post hoc* for multiple group comparison were performed using GraphPad Prism (GraphPad Software). For non-Gaussian data Mann–Whitney testing was used for two group comparison and Kruskal–Wallis and Dunn's multiple comparison testing were used for multiple group analysis using GraphPad Prism (GraphPad Software). Tissue weights, food consumption and energy expenditure were analysed by ANCOVA using XLSTAT (Addinsoft).

### 2.11 Data and resource availability

All transcriptomic data were deposited in GEO under accession number GSE153431. Other datasets, and the *Pik3r1*^*WT/Y657*∗^ mice generated during the current study are available from the corresponding author upon reasonable request.

## 3 Results

### 3.1 Growth and development of Pik3r1 Y657∗ knock-in mice

Mice harbouring the *Pik3r1* Y657∗ mutation were generated by homologous recombination-based gene targeting (Figure S1A). Immunoblotting confirmed the expression of truncated p85α at greater amounts than full length protein in most tissues, likely due to the loss of an ubiquitylation motif located beyond the nonsense mutation in the C-terminal [30]. No compensatory change in PI3K p85β subunit was seen. p110α subunit expression was reduced in subcutaneous white adipose tissue, and p110β expression was reduced in liver, subcutaneous and epididymal white adipose tissue (Figure S1B).

No *Pik3r1*^*Y657*∗/*Y657*∗^ embryos were identified beyond E11.5. At E11.5 they were smaller, with poorly developed limb buds and reduced eye pigmentation. Heterozygous embryos were smaller from E15.5 (Figure S2A–E). *Pik3r1*^*WT/Y657*∗^ mice were born at the expected frequency, but showed impaired linear growth and body weight on chow (Figure 1A–C). At 16 weeks, there was a small decrease in whole body adiposity (Figure 1D), however, no difference was found in epididymal or inguinal white adipose nor interscapular brown adipose depot weights when lean mass was taken into account (Figure 1E–G). Plasma leptin concentrations were similar in male *Pik3r1*^*WT/Y657*∗^ and wild-type mice (3.3 ± 1.2 *vs* 2.6 ± 0.3 μg/L on fasting (*n* = 9,10; NS); 10.3 ± 2.2 *vs* 15.9 ± 3.9 μg/L on *ad libitum* feeding (*n* = 13,13; NS)). Liver weights were indistinguishable (Figure 1H), but hearts were heavier in *Pik3r1*^*WT/Y657*∗^ mice (Figure 1I). No difference in food consumption nor energy expenditure was seen at 16 weeks on chow (Figure 1J,K), however, the respiratory exchange ratio (RER) was higher during the light phase in *Pik3r1*^*WT/Y657*∗^ mice, blunting the circadian fluctuation (Figure 1L). Similar differences were seen between heterozygous and wild-type females for all variables assessed in both sexes.

**Figure 1:**
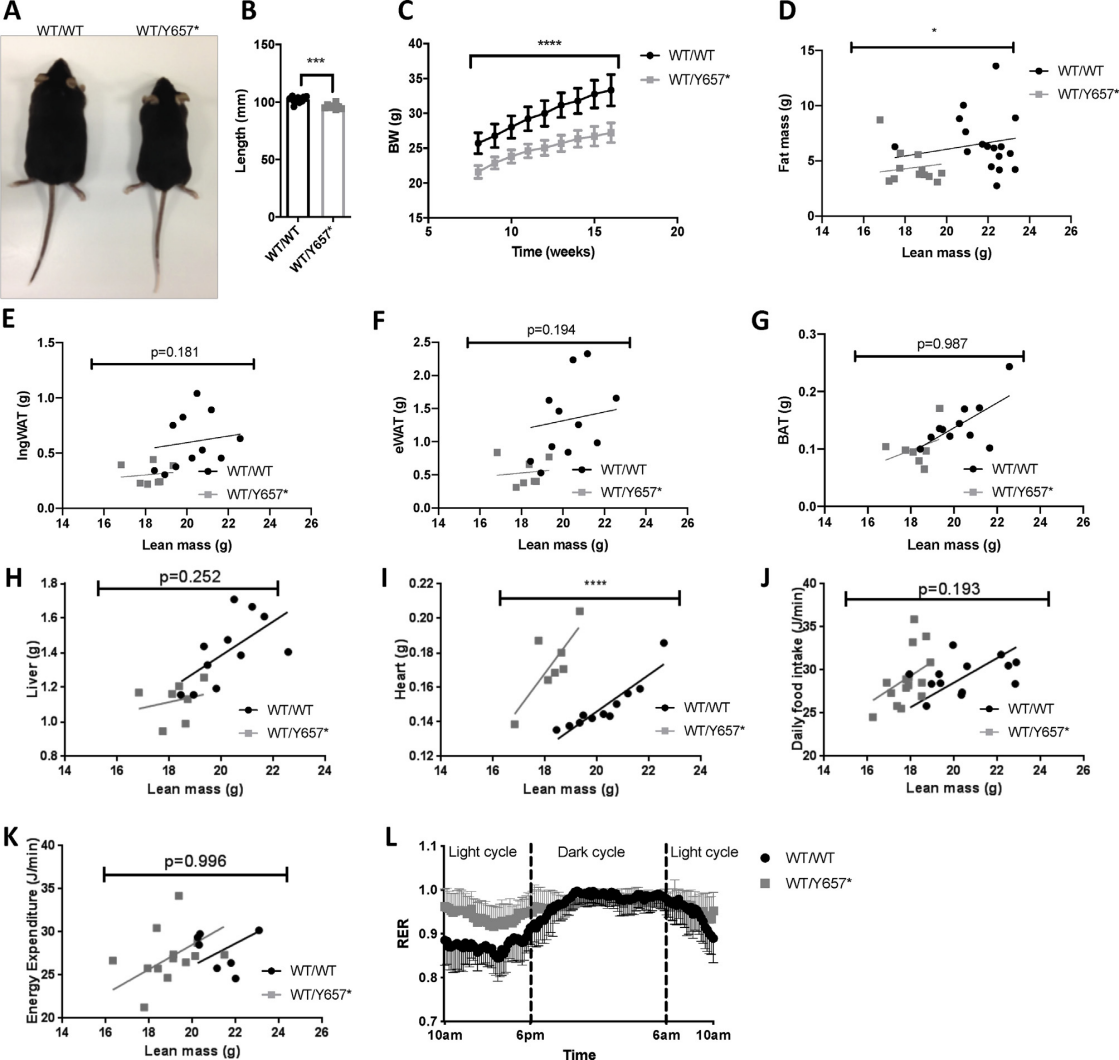
**Effect of *Pik3r1* Y657∗ on prenatal development and postnatal growth.** (A) Representative image of *Pik3r1*^*WT/WT*^ (WT/WT) and *Pik3r1*^*WT/Y657*∗^ (WT/Y657∗) mice at 18 weeks old. (B) Body lengths (nose to anus) at 18 weeks of *Pik3r1*^*WT/WT*^ and *Pik3r1*^*WT/Y657*∗^ mice (*n* = 11 and 18 respectively). (C) Bodyweight increase from 8 to 16 weeks of *Pik3r1*^*WT/WT*^ and *Pik3r1*^*WT/Y657*∗^ (*n* = 16 and 12 respectively). (D) The relationship between lean and fat mass of *Pik3r1*^*WT/WT*^ and *Pik3r1*^*WT/Y657*∗^ mice (*n* = 16 and 12 respectively). Masses of (E) inguinal adipose tissue (IngWAT) (F) Epididymal adipose tissue (eWAT), (G) Brown adipose tissue (BAT), (H) Liver, and (I) Heart of *Pik3r1*^*WT/WT*^ and *Pik3r1*^*WT/Y657*∗^ mice (*n* = 11 and 7 respectively). (J) Food intake (*n* = 13 for *Pik3r1*^*WT/WT*^ and *n* = 14 for *Pik3r1*^*WT/Y657*∗^), (K) Energy expenditure and (L) Respiratory exchange ratio (RER) (*n* = 7 for *Pik3r1*^*WT/WT*^ and *n* = 13 for *Pik3r1*^*WT/Y657*∗^) of wild-type and heterozygous mice assessed at 18 weeks old. All data shown are from male mice. Masses and energy expenditure are shown relative to total lean mass, and were analysed statistically by ANCOVA. ∗ = *p* < 0.05; ∗∗∗ = *p* < 0.001; ∗∗∗∗ = *p* < 0.0001. Mean ± SD are shown for plots in (B), (C) and (L).

### 3.2 Response of *Pik3r1*^*WT/Y657*∗^ mice to a high-fat diet

To assess whether placing a greater load on adipose tissue in *Pik3r1*^*WT*/*Y657*∗^ mice would unmask lipodystrophy, mice were fed a 45% fat diet (HFD) from 8 weeks old. ${\text{Pik3r1}}^{{WT/Y657}^{*}}$ mice showed reduced weight gain and body fat over the 8 weeks of study (Figure 2A,B). Epididymal white adipose tissue was most severely affected (Figure 2C), with no significant difference in inguinal nor brown adipose tissue (Figure 2D,E). Lean mass did not increase at a greater rate in *Pik3r1*^*WT/Y657*∗^ mice (Figure S3A,B), and liver weights also did not differ, while heart weights were elevated in heterozygotes, as on chow (Figure 2F,G). Consistent with reduced adiposity, *Pik3r1*^*WT/Y657*∗^ mice had lower serum leptin concentrations when fed (37.7 ± 7.3 *vs* 11.3 ± 2.0 μg/L (*n* = 15,11; *p* = 3 × 10^−3^)), but not when fasted (15.9 ± 3.9 *vs* 10.3 ± 2.2 μg/L (*n* = 13,13; not significant)), while adiponectin concentrations were unchanged (Table 1).

**Figure 2:**
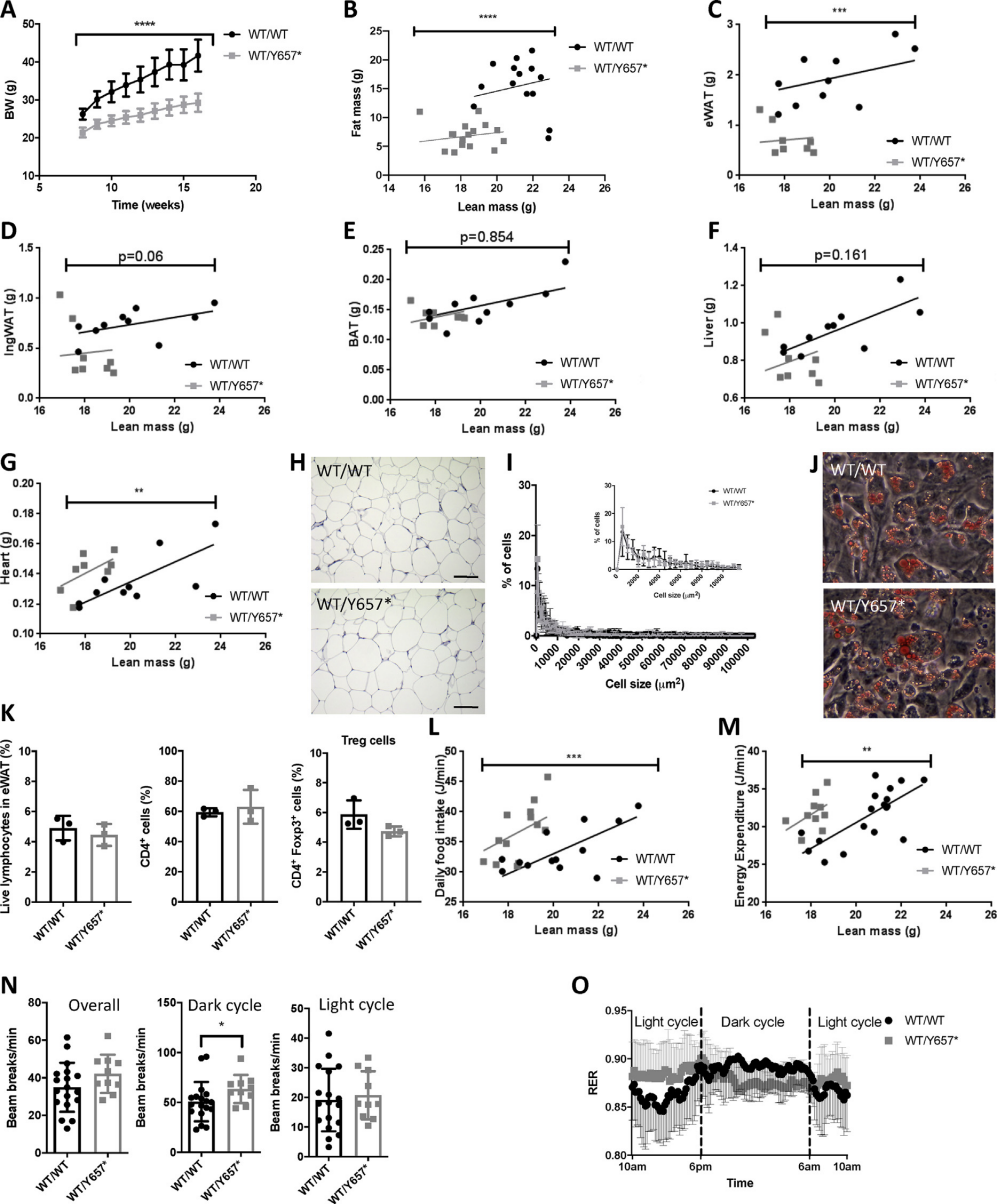
**Response of *Pik3r1*^*WT/Y657*∗^ mice to a palatable 45% fat diet.** (A) Bodyweight increase from 8 to 16 weeks of *Pik3r1*^*WT/WT*^ (WT/WT) and *Pik3r1*^*WT/Y657*∗^ (WT/Y657∗) (*n* = 16 and 12 respectively). (B) The relationship between lean and fat mass of *Pik3r1*^*WT/WT*^ and *Pik3r1*^*WT/Y657*∗^ mice (*n* = 16 and 12 respectively). Masses of (C) Epididymal adipose tissue (eWAT), (D) Inguinal adipose tissue (IngWAT), (E) Brown adipose tissue (BAT), (F) Liver, and (G) Heart of *Pik3r1*^*WT/WT*^ and *Pik3r1*^*WT/Y657*∗^ mice (*n* = 12 for both genotypes). (H) Representative histological appearance of haematoxylin and eosin-stained eWAT from *Pik3r1*^*WT/WT*^ and *Pik3r1*^*WT/Y657*∗^ mice. Scale bars = 100 μm (I) Adipocyte size distribution in eWAT based on quantification of >1000 cells per genotype from 4 wild-type and 4 heterozygous mice. The inset shows a zoomed-in view of the percentage of cells smaller than 10 000 μm^2^. (J) Representative images of *ex vivo* differentiated stromal vascular cells from ingWAT stained with Oil Red O. (K) Percentage of CD4^+^ and regulatory T cells in the eWAT (*n* = 3 for *Pik3r1*^*WT/WT*^ and *n* = 3 for *Pik3r1*^*WT/Y657*∗^). (L) Food intake (*n* = 13 for *Pik3r1*^*WT/WT*^ and *n* = 14 for *Pik3r1*^*WT/Y657*∗^) and (M) Energy expenditure (*n* = 17 for *Pik3r1*^*WT/WT*^ and *n* = 10 for *Pik3r1*^*WT/Y657*∗^) of wild-type and heterozygous mice assessed at 18 weeks old. All masses and energy expenditure are shown relative to total lean mass, and were analysed statistically by ANCOVA. (N) Locomotor activity of *Pik3r1*^*WT/WT*^ and *Pik3r1*^*WT/Y657*∗^ mice (*n* = 17 and *n* = 10 respectively). (O) Respiratory exchange ratio (RER) (*n* = 17 for *Pik3r1*^*WT/WT*^ and *n* = 10 for *Pik3r1*^*WT/Y657*∗^) of wild-type and heterozygous mice assessed at 18 weeks old. All data shown are from male mice. Mean ± SD are shown. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001 and ∗∗∗∗*p* < 0.0001.

**Table 1:** Fasting plasma biochemical profile of male *Pik3r1*^*WT/WT*^ and *Pik3r1*^*WT/Y657*∗^ mice. See also Supplemental Table S1 for fasting biochemical profile for chow-fed female mice. N.D. = not determined. Statistical comparisons were undertaken using Student's *t*-test.

	Chow						45% Fat diet					
	Fasting			Fed			Fasting			Fed		
	*Pik3r1*^*WT/WT*^ (*n* = 10)	*Pik3r1*^*WT/Y657*∗^ (*n* = 9)	*p*	*Pik3r1*^*WT/WT*^ (*n* = 10)	*Pik3r1*^*WT/Y657*∗^ (*n* = 14)	*p*	*Pik3r1*^*WT/WT*^ (*n* = 13)	*Pik3r1*^*WT/Y657*∗^ (*n* = 13)	*p*	Pik3r1^WT/WT^ (*n* = 15)	*Pik3r1*^*WT/Y657*∗^ (*n* = 11)	*p*
Glucose (mmol/L)	10.2 ± 1.1	9.0 ± 1.1	0.43	12.5 ± 0.7	13.2 ± 0.5	0.48	9.7 ± 0.8	7.9 ± 0.5	0.06	*12.6 ± 0.5*	*9.4 ± 0.5*	*4 × 10*^*−4*^
Insulin (pmol/L)	*138 ± 21*	*603 ± 202*	*0.05*	*229 ± 33*	*3393 ± 578*	*1.9 × 10*^*−4*^	469 ± 77	693 ± 102	0.09	424 ± 73	1313 ± 494	0.104
Adiponectin (mg/L)	*30.5 ± 1.1*	*26.7 ± 1.3*	*0.03*	33.2 ± 1.5	35.6 ± 1.0	0.2	37.0 ± 1.1	40.6 ± 1.5	0.07	40.3 ± 2.2	42.8 ± 1.1	0.3
Total cholesterol (mmol/L)	*2.7 ± 0.1*	*2.3 ± 0.1*	*0.01*	*2.6 ± 0.1*	*2.0 ± 0.1*	*6 × 10*^*−3*^	*4.2 ± 0.2*	*3.0 ± 0.3*	*0.01*	*4.7 ± 0.3*	*1.7 ± 0.1*	*1.0 × 10*^*−7*^
HDL cholesterol (mmol/L)	*1.5 ± 0.1*	*1.1 ± 0.1*	*0.02*	*1.6 ± 0.1*	*1.3 ± 0.1*	*0.04*	*1.8 ± 0.2*	*1.2 ± 0.2*	*0.02*	*2.3 ± 0.1*	*0.9 ± 0.1*	*2.7 × 10*^*−8*^
Triglycerides (mmol/L)	*1.5 ± 0.1*	*1.0 ± 0.1*	*0.01*	*1.6 ± 0.1*	*1.1 ± 0.1*	*0.01*	1.5 ± 0.1	1.4 ± 0.1	0.15	*1.0 ± 0.1*	*0.6 ± 0.02*	*3.5 × 10*^*−6*^
NEFA (mmol/L)	*2.0 ± 0.2*	*1.2 ± 0.1*	*5 × 10*^*−3*^	1.5 ± 0.1	1.3 ± 0.2	0.3	*2.5 ± 0.2*	*1.9 ± 0.1*	*0.05*	*1.5 ± 0.1*	*0.8 ± 0.1*	*7 × 10*^*−5*^
VLDL (mg/mL)	N.D.	N.D.	N.D.	7.9 ± 0.3	7.4 ± 1.2	0.25	N.D.	N.D.	N.D.	10.5 ± 0.5	11.9 ± 0.8	0.13

Given reduced adipose expansion, we subsequently sought histological evidence of “adipose failure”, namely adipocyte hypertrophy and inflammation, which would be expected in lipodystrophy when adipose expansion is pathologically constrained, causing adipose injury on positive energy balance. The histological appearance and adipocyte size distribution in epididymal adipose tissue was indistinguishable between genotypes (Figure 2H,I), however with no evidence of inflammation, nor fibrosis. Consistent with the lack of histological evidence of adipose overload, *ex vivo* differentiation of preadipocytes from inguinal or epididymal depots was unaltered (Figure 2J). Finally, given the role of *Pik3r1* in lymphocyte function, and the important role of adipose-resident T regulatory (T_reg_) cells in energy homeostasis, the adipose content of T_reg_ cells was assessed by FACS. No major difference was observed between genotypes (Figure 2K).

Given these findings, which are at odds with a true lipodystrophy, we then assessed whether reduced adipose accretion rather reflected altered energy homeostasis. *Pik3r1*^*WT/Y657*∗^ mice exhibited increased food intake (Figure 2L) and energy expenditure (Figure 2M) when the size of the animals was taken into account, but locomotor activity was unchanged across 24 h (Figure 2N). Markedly reduced accumulation of adipose tissue despite increased food intake, and without sustained hyperglycaemia, demonstrates severely reduced food efficiency. This indicates that increased food intake is a compensatory response to chronically increased energy expenditure rather than a primary phenomenon. As on chow, the circadian RER profile was blunted, with higher values in the dark phase and no discernible difference between light and dark phases for *Pik3r1*^*WT/Y657*∗^ mice (Figure 2O), suggesting greater carbohydrate oxidation in the dark phase.

### 3.3 *Pik3r1*^*WT/Y657*∗^ mice are severely insulin resistant

At 12 weeks old, neither male nor female *Pik3r1*^*WT/Y657*∗^ mice on chow were hyperglycaemic compared to controls, but plasma insulin concentrations were raised, more severely on feeding (Tables 1 and S1). On high-fat feeding, male *Pik3r1*^*WT/Y657*∗^ mice remained hyperinsulinemia, but the difference between mutant and control mice was abolished by the greater increase in insulin concentrations in wild-type mice. Blood glucose concentration was paradoxically lower in fed *Pik3r1*^*WT/Y657*∗^ mice on HFD. Plasma adiponectin concentrations in fasted chow-fed *Pik3r1*^*WT/Y657*∗^ mice were lower than in wild-type controls, however no significant difference was seen in other conditions, despite the severe IR of heterozygous mice (Table 1). In *Pik3r1*^*WT/Y657*∗^ mice on HFD, adiponectin normalised to body fat was higher than in controls, reminiscent of the preserved adiponectin seen in severely insulin-resistant patients with SHORT syndrome [7]. Normalised plasma leptin concentrations, in contrast, were lower (Figure S3C,D).

Hyperinsulinemic euglycemic clamps were undertaken on chow- and HFD-fed male mice. Chow-fed *Pik3r1*^*WT/Y657*∗^ mice required a steady state glucose infusion rate of only one eighth that required by wild-type mice, confirming severe IR (Figure 3A). On HFD, *Pik3r1*^*WT/Y657*∗^ mice remained extremely insulin resistant, however the difference between genotypes was much smaller than on chow due to increased IR in wild-type animals (Figure 3A). Further studies were thus carried out on chow. Glucose and insulin excursions on oral glucose tolerance testing showed a trend towards an increase in male *Pik3r1*^*WT/Y657*∗^ mice (Figure 3B,C), but were increased in female mice (Figure S4A,B), while the hypoglycaemic response to insulin was attenuated in both sexes (Figures 3D and S4C). Clamp studies in males using isotopic tracers showed glucose disposal to be 19% lower in *Pik3r1*^*WT/Y657*∗^ mice (Figure 3E) while suppression of hepatic glucose production by hyperinsulinemia was 49% lower compared to wild type littermates (Figure 3F). Liver glycogen content was similar between genotypes (Figure 3G). Insulin infusion lowered plasma free fatty acid concentrations in wild-type mice, but little suppression was seen in heterozygous mice, consistent with impaired suppression of adipose lipolysis (Figure 3H).

**Figure 3:**
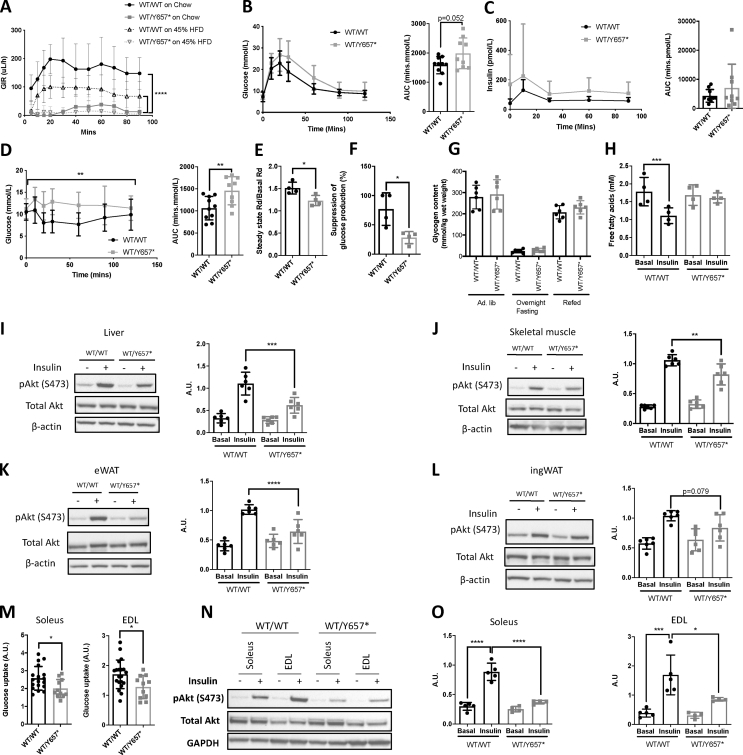
***Pik3r1*^*WT/Y657*∗^ mice show systemic and tissue-level insulin resistance.** (A) Glucose infusion rates during hyperinsulinemic euglycemic clamping of *Pik3r1*^*WT/WT*^ (WT/WT) and *Pik3r1*^*WT/Y657*∗^ (WT/Y657∗) mice on chow (*n* = 4 and 4) or 45% fat diet (*n* = 10 and 11) at 16 weeks old. (B) Oral glucose tolerance test (OGTT) and corresponding comparison of areas under the curves (AUC) of *Pik3r1*^*WT/WT*^ and *Pik3r1*^*WT/Y657*∗^ mice on chow at 12 weeks old (*n* = 10 and 9). (C) Insulin concentrations and AUC for the same OGTT as in (B). (D) Insulin tolerance test and AUC comparison for the same mice 1 week later. (E) Glucose disposal and (F) suppression of hepatic glucose output by insulin during hyperinsulinemic euglycemic clamping of *Pik3r1*^*WT/WT*^ and *Pik3r1*^*WT/Y657*∗^ mice on chow at 18 weeks old (both *n* = 4). (G) Glycogen content of livers during a fasting–refeeding cycle in chow fed animals at 16 weeks old (both *n* = 6). (H) Plasma non-esterified free fatty acid concentrations during hyperinsulinemic euglycemic clamping (both genotypes *n* = 4). (I)–(L) Representative images of immunoblots and corresponding quantifications of tissue lysates from mice injected intraperitoneally with 2 U/kg insulin 10 min prior to sacrifice, showing pAkt^Ser473^, total Akt and their ratio: (I) Liver, (J) Skeletal muscle (K) eWAT, (L) ingWAT (*n* = 6 per genotype and condition). (M) Insulin-induced fold increase of glucose uptake into *ex vivo* incubated soleus (*n* = 18 for *Pik3r1*^*WT/WT*^, *n* = 11 for *Pik3r1*^*WT/Y657*∗^) and Extensor Digitorum Longus (EDL) (*n* = 20 and 11). (N) Representative immunoblots of Soleus and EDL lysates from the same paradigm as in (M). (O) Quantification of pAkt^Ser473^ to total Akt ratios from soleus and EDL immunoblots (*n* = 5 and 4 for both). Data are from male mice. Quantitative data are presented as mean ± SD. ∗ = *p* < 0.05, ∗∗ = *p* < 0.01, ∗∗∗ = *p* < 0.001 and ∗∗∗∗ = *p* < 0.0001.

Intraperitoneal insulin in male mice strongly induced Akt phosphorylation in the liver, skeletal muscle and epididymal and inguinal adipose tissue of wild-type controls, as expected, and this was reduced in *Pik3r1*^*WT/Y657*∗^ mice (Figures 3I–L and S5A–D). As muscle insulin sensitivity was previously reported not to be reduced in *Pik3r1*^*WT/R649W*^ mice [31], insulin responsiveness of soleus and extensor digitorum longus (EDL) muscles was assessed *ex vivo*. Soleus and EDL muscle from *Pik3r1*^*WT/Y657*∗^ mice both showed a 1.3-fold reduction in insulin-stimulated deoxyglucose uptake compared to wild-type muscle (Figure 3M). Insulin-induced Akt phosphorylation was also markedly reduced in both types of muscle *ex vivo* to a much more significant degree than *in vivo* (Figures 3N,O and S5E). This finding of muscle insulin resistance using several techniques, although contrasting with clamp studies reported previously, is consistent with the robust expression of *Pik3r1* gene products in skeletal muscle.

### 3.4 *Pik3r1*^*WT/Y657*∗^ mice are hypolipidemic

Having demonstrated that, as in SHORT syndrome, heterozygous *Pik3r1*^*WT/Y657*∗^ mice show severe IR and reduced adiposity, we assessed whether, like humans, they do not exhibit fatty liver nor metabolic dyslipidaemia. In fed and fasting states, on either chow or HFDs, *Pik3r1*^*WT/Y657*^^∗^ mice showed hypolipidemia, with lower plasma total cholesterol and HDL cholesterol (Table 1). This was most striking in fed mice on HFD, mirroring the lower glucose seen in *Pik3r1*^*WT/Y657*∗^ mice in this state. Plasma triglyceride concentrations were also lower in heterozygous animals in all states except when the fasting state after HFD. Plasma free fatty acid concentrations were lower in all states except in fed animals maintained on chow. Similar hypolipidemia was seen in chow-fed female mice on fasting (Table S1). No difference was seen in VLDL concentrations in chow- or high fat-fed mice (Table 1).

Despite severe IR in *Pik3r1*^*WT/Y657*∗^ mice, no difference was seen in liver triglyceride content compared to controls either on chow or HFD, assessed by Oil-Red-O staining and biochemical quantification (Figure 4A,B). Liver cholesterol content was also the same in chow-fed animals of both genotypes (Figure 4C). Oral lipid tolerance testing revealed similar triglyceride excursion after lipid loading in both genotypes (Figure 4D), and bomb calorimetry of faeces on chow showed the same energy content (Figure 4E), excluding abnormal intestinal lipid handling as the explanation for hypolipidemia and reduced adiposity.

**Figure 4:**
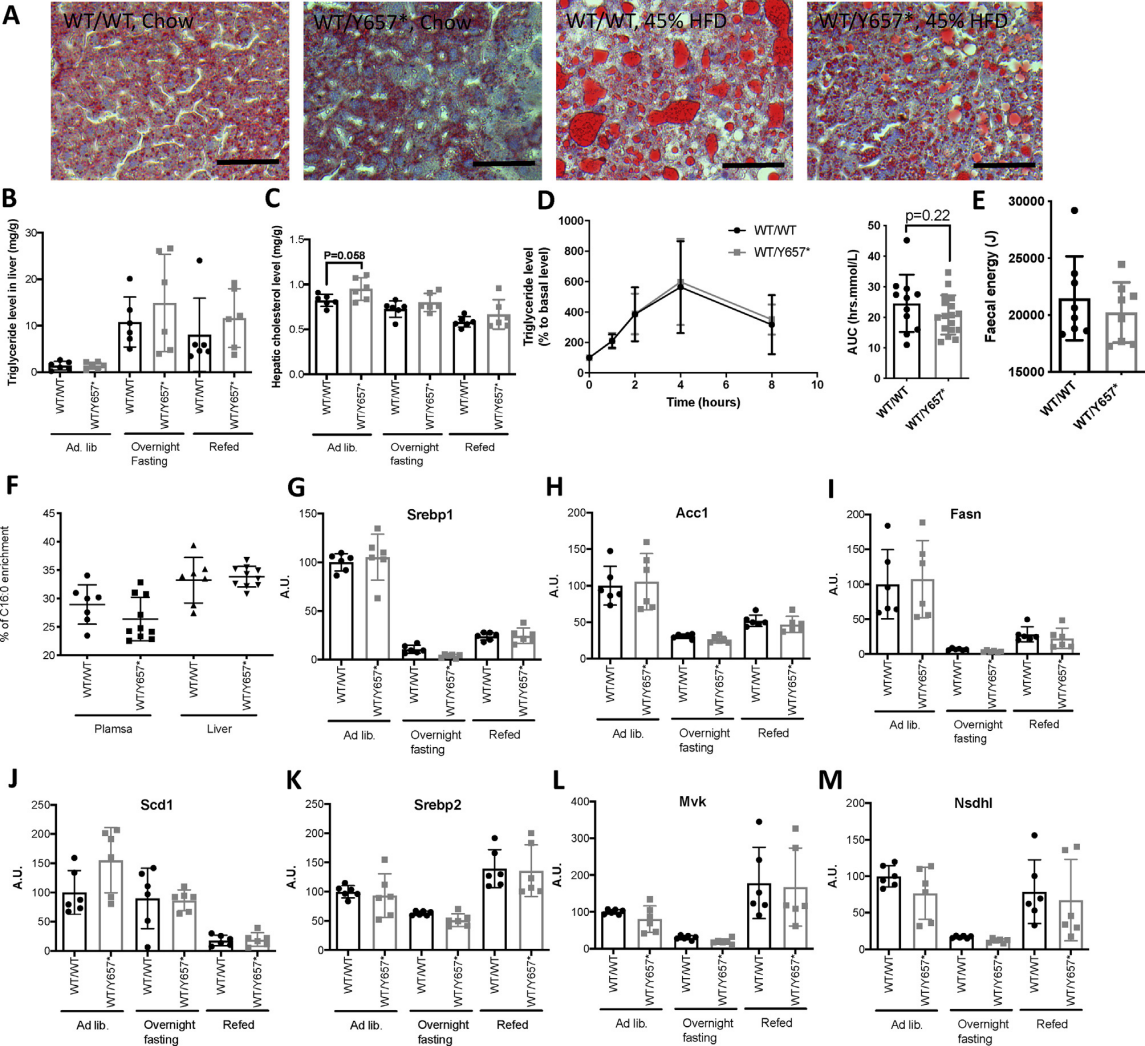
**Lipid handling and liver phenotype of *Pik3r1*^*WT/Y657*∗^ mice.** (A) Representative images of Oil-Red-O-stained livers of chow-fed and 45% fat diet-fed *Pik3r1*^*WT/WT*^ (WT/WT) and *Pik3r1*^*WT/Y657*∗^ (WT/Y657∗) mice. Scale bars = 200 μm. (B) Hepatic triglyceride and (C) Hepatic total cholesterol concentration during a fasting refeeding cycle of chow fed mice at 16 weeks old (*n* = 6 per genotype). (D) Lipid tolerance testing and comparison of areas under the curve (AUC), also of chow-fed mice, at 16 weeks old. Triglyceride concentrations were equalised at baseline by matching the difference between genotypes with the lower values of heterozygous mice, and the same fixed correction was applied to all points on the graph (*n* = 11 and *n* = 17 for wild-type and heterozygous mice respectively). (E) Faecal energy content determined by bomb calorimetry of chow fed mice at 16 weeks old (*n* = 8 and 8). (F) De novo palmitate measured by stable deuterium enrichment (*n* = 7 and *n* = 10 for wild-type and heterozygous mice respectively). (G)–(M) Liver mRNA expression, determined by quantitative real time PCR of (G) *Srebp1* and its transcriptional targets (H) *Acc1*, (I) *Fasn*, and (J) *Scd1*, and of (K) *Srebp2* and its transcriptional targets (L) *Mvk* and (M) *Nsdhl* in chow fed mice during a fasting refeeding cycle at 16 weeks old (*n* = 6 per genotype per condition). All data shown are from male mice. Numerical data are presented as mean ± SD.

Insulin stimulates hepatic *de novo* lipogenesis and cholesterogenesis via *Srebp1* and *Srebp2* respectively. In prevalent IR, hepatic *de novo* lipogenesis is enhanced, and the mismatch between this and the reduced hypoglycaemic action of insulin is evidence for “partial IR” in metabolic dyslipidaemia [19]. Liver PI3K mediates the action of insulin on lipogenesis, with hypolipidemia despite IR seen in numerous models in which hepatic insulin/Irs/PI3K/Akt2/mTORC2 signalling is impaired [[14], [15], [16],^18^,^32^]. Based on these findings, we hypothesised that the hypolipidemia seen in *Pik3r1*^*WT/Y657*∗^ mice would be accounted for by reduced hepatic *de novo* lipogenesis, as in SHORT syndrome due to PIK3R1 Y657∗ [7]. In keeping with this, no increased *de novo* synthesis of palmitate could be measured in heterozygotes despite fasting hyperinsulinemia and refeeding with a high carbohydrate diet (Figure 4F). Liver mRNA expression of *Srebp1c*, *Srebp2* and key target genes (*Acc1*, *Fasn*, *Scd1 and Mvk*, *Nsdhl, respectively*) was also determined in chow-fed animals in fed, fasting and refed states, and no difference was seen in the expression of any of these genes under any nutritional conditions (Figure 4G–M).

Other transcriptional regulators relevant to hypolipidemia include carbohydrate response element binding protein (*Chrebp*) and *Xbp1*, with the latter binding p85α and facilitating its nuclear translocation [31,33,34]. A sentinel *Chrebp*-responsive gene (*Pklr*) showed mild but significant reduction of mRNA in the fasting state, but mRNA of two *Xbp1* target genes (*Acacb* and *Dgat2*) showed no reduction during a fasting refeeding cycle (Figure S6A–C). It has also been proposed that modulation of the ratio between Glucose-6-phosphatase (*G6pc*) and Glucokinase (*Gck*) toggles hepatocyte glucose flux between lipogenesis and glucose production, and that this operates before transcriptional changes in lipogenic transcription factors [35]. However, although an increase in *G6pc*:*Gck* liver transcript levels was seen on fasting of wild-type mice, the ratio was suppressed in *Pik3r1*^*WT/Y657*∗^ mice, as reported in mice on Western-type diet [35] (Figure S6D–F). We conclude that the consistent hypolipidemia seen in *Pik3r1*^*WT/Y657*∗^ mice does not correlate with reduced insulin-induced lipogenesis in the liver, suggesting that the reduced blood lipid concentrations are not explained by attenuation of insulin's lipogenic actions.

Given the lack of transcriptional perturbation of known lipogenic factors, global liver transcriptomic analysis was performed in fed and 16 h fasted states. 

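Liver RNA was sequenced from 36 male mice aged 16 weeks in 6 groups of 6: wild-type and WT/Y657* mice that were fed, fasted for 16 h, or fasted for 16 h and then refed for 6 h. The labels state that libraries from total RNA were read with short single-end reads, and the authors deposited the estimated count of reads on each of 38283 genes, without normalization. Total counts per mouse ranged from 8839481 to 19542778. The median was 12604486.5 in fed, 14079435.5 in fasted and 14140511 in refed wild-type mice, and 14729423, 12322650 and 13628011 in the corresponding WT/Y657* groups. Of the non-zero counts, 3.64% were not whole, and all were rounded before testing, which changed no library's total by more than 8.0e-05%. The labels name Cuffdiff, FeatureCount and edgeR as the authors' programs, and the paper's text refers to an earlier report for its sequencing protocol. Here, 13945 genes passed edgeR's filter on low counts, libraries were scaled by the trimmed mean of M-values (TMM), and a single quasi-likelihood model with 1 coefficient per group was fitted to all 36 libraries. The common biological coefficient of variation was 0.181. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. A second deposited table holds the means the authors fitted per condition, and its fold changes between genotypes and on fasting correlated across genes with those used here at r of at least 0.998. *Xist* had at most 7 counts and *Ddx3y* at least 969 in every mouse. No pair of mice in a group had counts within sampling noise of each other, the lowest chi-square per degree of freedom over 90 pairs being 7.00. Mouse numbers limit what these groups can show. Among fed mice, wild-type animals carried mostly lower and WT/Y657* animals mostly higher numbers, and only 1 block of 5 neighbouring numbers holds both, so genotype nearly follows mouse number. Fasted and refed mice came from a lower-numbered and a higher-numbered series, with 3 mice of each genotype from each series, and the fed mice came from neither. In the higher-numbered series of fasted mice all 3 wild-type numbers lie below all 3 WT/Y657* numbers, so genotype follows mouse number there too, which is not so in the lower-numbered series. Fasted and fed mice therefore differ in mouse number series as well as in feeding state. The library indices given in the labels also largely follow genotype among fasted mice. Refed and fasted mice share their series, and of 2229 genes called in wild-type mice both on fasting and on refeeding, 100 changed in the same direction, though both comparisons use the same fasted mice.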

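Between genotypes, 330 of 13945 genes were called in fed mice, 169 higher and 161 lower in WT/Y657* mice. In fasted mice 1821 genes were called, 925 of them lower, and in refed mice 4 genes were called, 3 higher and 1 lower. The fed and fasted lists shared 57 genes, of which 47 changed in the same direction. Fasting changed 4464 genes in wild-type mice (2028 higher, 2436 lower) and 4591 in WT/Y657* mice (2119 higher, 2472 lower). The response to fasting differed by genotype for 607 genes. The median absolute log2 fold change of called genes was 0.59 between fed genotypes, 0.41 between fasted genotypes and 0.50 for fasting in wild-type mice. The fed count depended most on a covariate chosen after seeing the data: with blocks of neighbouring mouse numbers in the model, which leave 2 against 3 mice to estimate genotype, no gene was called in fed mice, against 627 genes at an unadjusted p under 0.05. With only the 12 fed libraries in the filter, scaling and model, 30 genes were called. The fed WT/Y657* mice with the highest mouse numbers also lay apart from all other fed mice. On the first principal component, the axis of largest variation (21.5%) between all 36 mice, they were at 9.09 to 10.1. The other fed mice of both genotypes were at 30.8 to 43.6, and every refed and fasted mouse was lower than 9.09. In fasted mice 1864 genes were called with mouse number series as a covariate. Among the genes with the largest changes and no overlap between the groups, *Esm1* was higher in WT/Y657* mice in both states, with a log2 fold change of 2.67 (standard error 0.65, adjusted p = 0.0266) in fed mice and 3.30 (standard error 0.70, adjusted p = 0.00204) in fasted mice by edgeR. *Saa2* was lower in fed WT/Y657* mice by edgeR, at -5.06 (standard error 1.37, adjusted p = 0.0430), and *Cyp2b9* in fasted ones, at -6.19 (standard error 1.37, adjusted p = 0.00303). *Cyp2c69* and *Cyp2c40* were higher in fed WT/Y657* mice, with log2 fold changes of 3.18 and 2.27. Without 1 of the WT/Y657* mice, the same for both genes, these values fell to 1.80 and 1.34. Of the 4 genes named for fed mice, *Esm1*, *Saa2*, *Cyp2c69* and *Cyp2c40*, none was called between fed genotypes with only the fed libraries (adjusted p from 0.0811 to 0.132, edgeR). The *Saa*, *Cyp2b* and *Cyp2c* genes have close paralogs between which the authors' counting could have split reads, so their values are uncertain. In refed mice *Htra1* had the largest change, 1.65 (standard error 0.26, adjusted p = 0.00349) by edgeR.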

Genotypes were compared in each state, and fasting gene expression was compared to fed gene expression for both genotypes. 

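In the sequenced livers, the lipogenic and cholesterogenic genes *Srebf2*, *Acaca*, *Fasn*, *Scd1*, *Mvk*, *Nsdhl*, *Acacb*, *Dgat2* and *Mlxipl* (which encodes Chrebp) were not called between genotypes in fed or fasted mice with all 36 libraries in the model. Their log2 fold changes lay between -0.38 and 0.65 in fed mice, with a lowest adjusted p of 0.398 by edgeR, and between -0.65 and 0.19 in fasted mice, with a lowest adjusted p of 0.185. *Srebf1* did not differ between fed genotypes (0.17, adjusted p = 0.686, edgeR). It was lower in fasted WT/Y657* mice, at 42.5 ± 12.2 against 88.8 ± 28.0 CPM (mean ± SD, n = 6 each), a log2 fold change of -1.07 (standard error 0.19, adjusted p = 0.000374) by edgeR. *Pklr* changed by -0.72 (standard error 0.33, adjusted p = 0.158) in fasted mice in that model by edgeR, and was called at an adjusted p of 0.00855 (edgeR) with only the 12 fasted libraries in the filter, scaling and model. That fit also called 2 of the genes above, *Fasn* (-0.63, adjusted p = 0.0256, edgeR) and *Nsdhl* (-0.62, adjusted p = 0.0105, edgeR). Genes of hand-written lists were then averaged per mouse as centred log2 CPM. The score of 18 *Srebp1*-responsive genes differed by 0.45 between fed genotypes (exact permutation test, two-sided, p = 0.0779, 0.143 after adjustment over 11 lists) and by -0.29 between fasted genotypes (exact p = 0.0498, adjusted 0.0685). The score of 24 *Srebp2*-responsive genes differed by -0.25 in fed mice (exact permutation p = 0.225, adjusted 0.310) and was lower by -0.44 in fasted WT/Y657* mice (exact permutation p = 0.00866, adjusted 0.0190), where 4 of 6 mice lay below every wild-type mouse. Within the 2 mouse number series the latter difference was -0.34 and -0.55. By a test that allows for correlation between genes it did not stand apart from other genes (camera, limma, p = 0.354).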

Gene-based analysis confirmed prior findings, but provided no obvious alternative explanation for hypolipidemia. 

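For the fed comparison, lists of well-known target genes written before the counts were opened stand beside the commercial regulator lists, which were not used here. The themes of these lists follow regulators that the paper reports from the same mice, so their scores are not independent evidence for those regulators. The mean score of 54 endoplasmic reticulum chaperone, folding and translocation genes was lower in fed WT/Y657* mice by -0.36 log2 units (exact permutation test, n = 6 each, p = 0.00649, adjusted 0.0357), and 4 of 6 WT/Y657* mice lay below every wild-type mouse. Of these genes 2 had positive fold changes, and 15 were called, all lower. The smallest p-values were those of *Dnajc3*, at -0.52 (standard error 0.094, adjusted p = 0.00277), *Creld2*, at -1.62 (standard error 0.28, adjusted p = 0.00279), and *Sel1l*, at -0.53 (standard error 0.11, adjusted p = 0.00763), all by edgeR. The *Xbp1* transcript changed by -0.45 (standard error 0.11, adjusted p = 0.0216) by edgeR, while *Ern1* (-0.12, adjusted p = 0.739) and *Atf6* (-0.24, adjusted p = 0.102) were not called. A score of 34 IL6-responsive acute-phase genes was lower by -0.99 (exact permutation p = 0.00216, the smallest that 6 against 6 allow, adjusted 0.0238), with all 6 WT/Y657* mice below every wild-type mouse. Its spread was wider in wild-type mice (SD 0.91) than in WT/Y657* mice (SD 0.14). The highest wild-type scores were 2.13 and 1.87, and the other wild-type mice lay between 0.063 and 0.52. Part of the mean difference therefore came from those highest wild-type mice. The highest WT/Y657* score was 0.040, close to the lowest wild-type score. *Saa4* changed by -1.61 (standard error 0.25, adjusted p = 0.00133) and *Serpina3n* by -1.29 (standard error 0.27, adjusted p = 0.0115) by edgeR. The interferon alpha score of 32 genes was higher by 0.30 (exact permutation p = 0.0130, adjusted 0.0476) and the interferon gamma score of 33 genes by 0.55 (exact permutation p = 0.0195, adjusted 0.0524), each with 4 of 6 WT/Y657* mice above every wild-type mouse. *Rsad2* rose by 1.06 (adjusted p = 0.0270, edgeR) and *Gbp5* by 1.37 (adjusted p = 0.0148, edgeR). With only the 12 fed libraries *Dnajc3* was still called (adjusted p = 0.0424, edgeR), while *Creld2*, *Sel1l*, *Xbp1*, *Saa4*, *Serpina3n*, *Rsad2* and *Gbp5* were not (adjusted p from 0.0748 to 0.143, edgeR). Against the other genes, allowing for correlation within a list, no list passed adjustment (camera, limma, lowest adjusted p = 0.110). Within the block of neighbouring mouse numbers that holds both genotypes, 2 wild-type and 3 WT/Y657* mice, the chaperone difference was -0.13, the IL6 difference -0.52, the interferon alpha difference 0.22 and the interferon gamma difference 0.20. This block was chosen after seeing the data, and 2 against 3 mice allow no exact permutation p under 0.1. The fed WT/Y657* mice numbered above this block had chaperone scores from -0.055 to -0.0083, against 0.12 to 0.31 in the other fed WT/Y657* mice. Their interferon gamma scores were 0.31 to 1.21, against -0.17 to 0.095. Their IL6 scores, from -0.25 to -0.0053, lay within the range of the others.

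**Figure D1:**
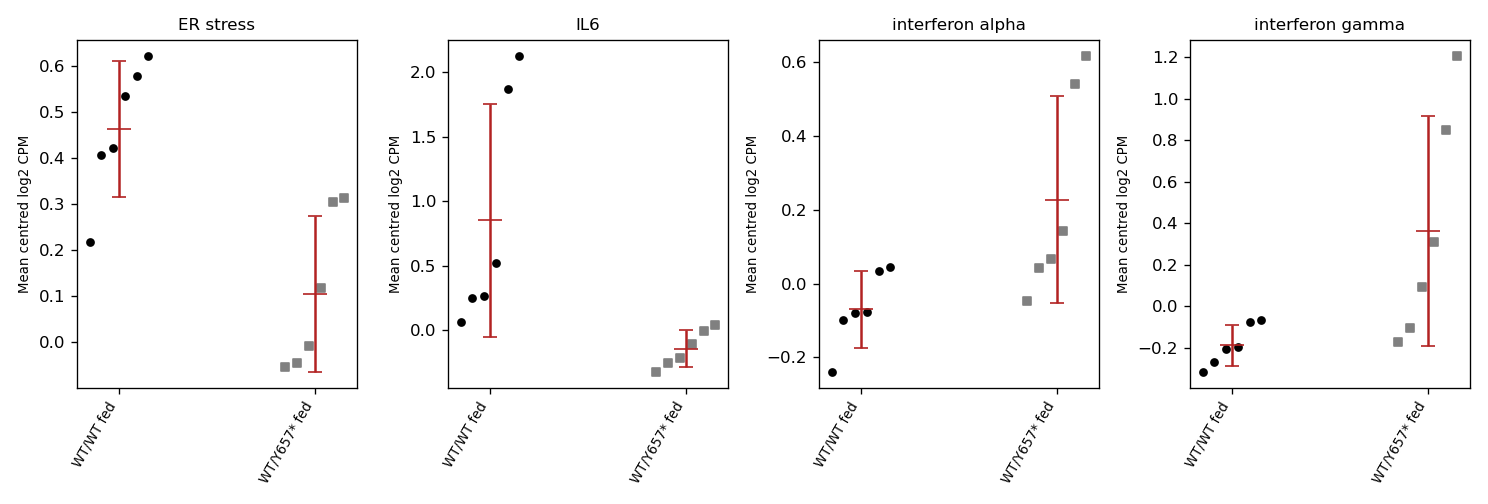
Each panel plots the mean centred log2 CPM of a gene list per fed mouse, with circles for wild-type mice, squares for WT/Y657* mice, and red lines for the mean ± SD (n = 6 per group). The IL6 panel shows all 6 WT/Y657* mice below the wild-type mice, and the vertical scales differ between panels.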

Pathway analysis of predicted upstream regulators showed modest but significant differences in the fed state, with a transcriptional signature of reduced Endoplasmic Reticulum (ER) stress (upstream regulators *Xbp1*, its processing enzyme *Ern1* (*Ire1*), and *Atf6*), and altered signatures of several cytokines including *IL6* (reduced), *IL21*, interferons gamma and alpha 2 (increased) (Figure 5, Table S2). More significant differences were seen after 16-h fasting, when a transcriptional profile consistent with the reduced activity of *Rictor*, the defining component of mTORC2, was seen with high significance, while patterns associated with *Myc* and *Mycn* were upregulated. 

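In fasted mice the transcripts of *Rictor* (0.093, adjusted p = 0.573), *Myc* (-0.17, adjusted p = 0.865) and *Mycn* (-0.13, adjusted p = 0.925) did not differ by genotype in edgeR's log2 fold changes. Gene families that lists for these regulators are known to hold were scored in their place. The score of 83 ribosomal protein genes was higher in fasted WT/Y657* mice by 0.41 (exact permutation p = 0.00216, adjusted 0.0190 over 11 lists), with all 6 above every wild-type mouse. All 83 genes had positive fold changes and 72 were called, among them *Rpl41*, at 0.72 (standard error 0.088, adjusted p = 4.5e-06), and *Rps21*, at 0.69 (standard error 0.089, adjusted p = 6.1e-06), by edgeR. Ribosomal protein genes have many processed pseudogenes, so single values are uncertain. The score of 79 oxidative phosphorylation genes was higher by 0.21 (exact permutation p = 0.00433, adjusted 0.0190), with 5 of 6 mice above every wild-type mouse and 40 of 41 called genes higher. *Cox7a2* changed by 0.65 (standard error 0.09, adjusted p = 1.2e-05) by edgeR. The score of 44 *Myc*-responsive growth genes was higher by 0.093 (exact permutation p = 0.0152, adjusted 0.0278), and 27 of the 44 had positive fold changes. Its smallest p-value was that of *Hspe1*, at 0.61 (standard error 0.10, adjusted p = 7.6e-05) by edgeR. The score of 35 proteasome genes differed by 0.089 (exact permutation p = 0.0823, adjusted 0.101). Within the 2 mouse number series the ribosomal difference was 0.52 and 0.29, the oxidative phosphorylation difference 0.24 and 0.18, and the *Myc* difference 0.13 and 0.052. Allowing for correlation within a list, the ribosomal genes stood apart from other genes (camera, limma, p = 0.00315, adjusted 0.0347) and the oxidative phosphorylation genes did not (p = 0.0802, limma). From the upstream regulators predicted by its own pathway analysis (Table S2), the paper proposes reduced activity of *Rictor* and states that the *Myc* and *Mycn* patterns were higher. The regulator scores themselves are not analysed here.

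**Figure D2:**
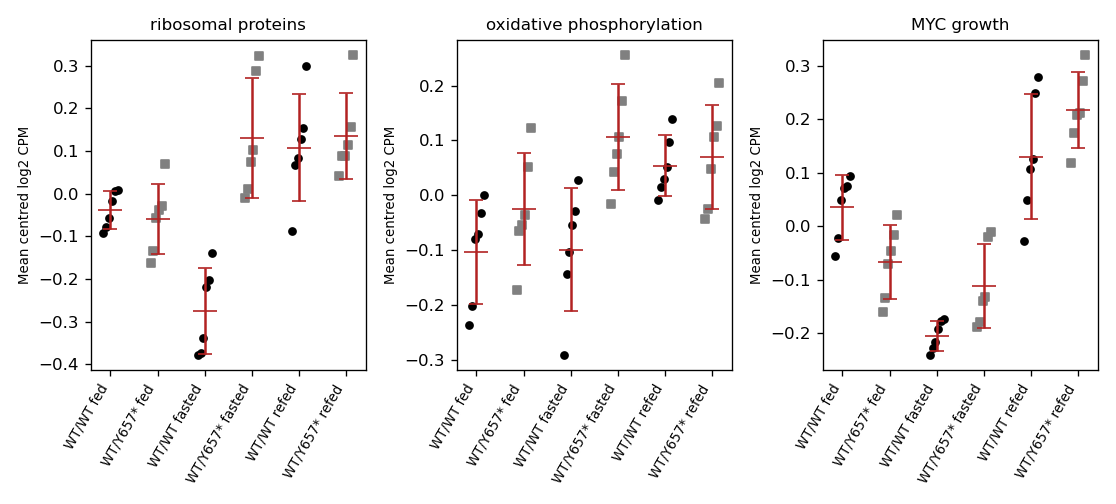
Each panel plots the mean centred log2 CPM of a gene list per mouse in the 6 groups, with circles for wild-type mice, squares for WT/Y657* mice, and red lines for the mean ± SD (n = 6 per group). In the ribosomal protein panel the 6 fasted WT/Y657* mice lie above the 6 fasted wild-type mice, and the vertical scales differ between panels.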

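Across the 4464 genes called on fasting in wild-type mice, the log2 fold changes in WT/Y657* mice correlated with those in wild-type mice at r = 0.81 (Spearman's rho 0.82, least-squares slope 0.67), a correlation across genes, which are not independent replicates. The slope depends on the genes chosen, and was 0.92 over the 4591 genes called in WT/Y657* mice and 0.62 over all genes tested. The direction was the same for 3967 of the 4464 genes (88.9%), and 2479 were called in both genotypes in the same direction. For 362 the response differed by genotype. Over all 13945 genes tested r was 0.64. The mean score of 40 PPARα-responsive genes rose on fasting by 2.22 in wild-type mice (exact permutation p = 0.00216, adjusted 0.00397) and by 1.92 in WT/Y657* mice (exact permutation p = 0.00216, adjusted 0.00595), in each genotype with all 6 fasted mice above every fed mouse. All 40 genes were called higher in wild-type mice and 39 in WT/Y657* mice. *Slc22a5* rose by 2.60 (standard error 0.15, adjusted p = 7.1e-15) in wild-type and 2.63 (standard error 0.15, adjusted p = 3.8e-15) in WT/Y657* mice by edgeR, and *Cyp4a14*, 1 of a family with close paralogs, by 6.58 and 6.01. The rise of the score differed by -0.30 between genotypes (permutation of genotype within feeding state, p = 0.0751, adjusted 0.0918), which did not pass the threshold. Between fasted genotypes the score differed by -0.16 (exact permutation p = 0.0411, adjusted 0.0646). Part of this came from 1 WT/Y657* mouse at 0.48, with the others between 0.78 and 0.95 and a wild-type mean of 0.98. The *Ppara* transcript was lower in fasted WT/Y657* mice, at -0.55 (standard error 0.10, adjusted p = 0.000328) by edgeR.

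**Figure D3:**
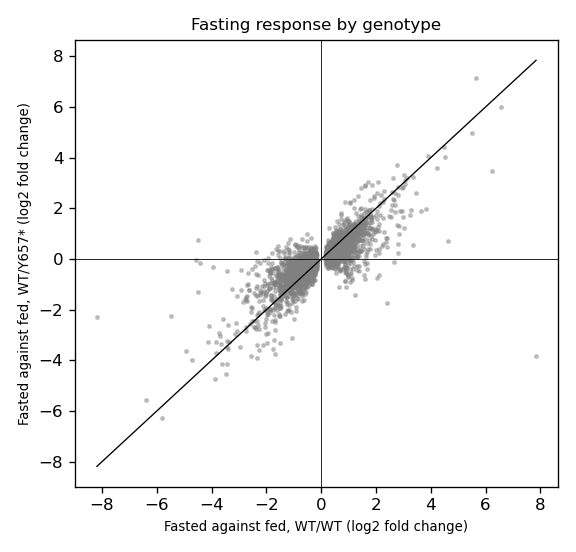
Each point is a gene called on fasting in wild-type mice, with its log2 fold change, fasted against fed, in wild-type mice on the horizontal axis and in WT/Y657* mice on the vertical axis. The line marks equal changes, and 3967 of the 4464 points have the same sign in both genotypes.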

The large preponderance of changes observed between fed and fasting states in wild-type mice, including strong upregulation of PPARα-responsive genes, was however conserved in heterozygous animals (Figure 5, Table S2).

**Figure 5:**
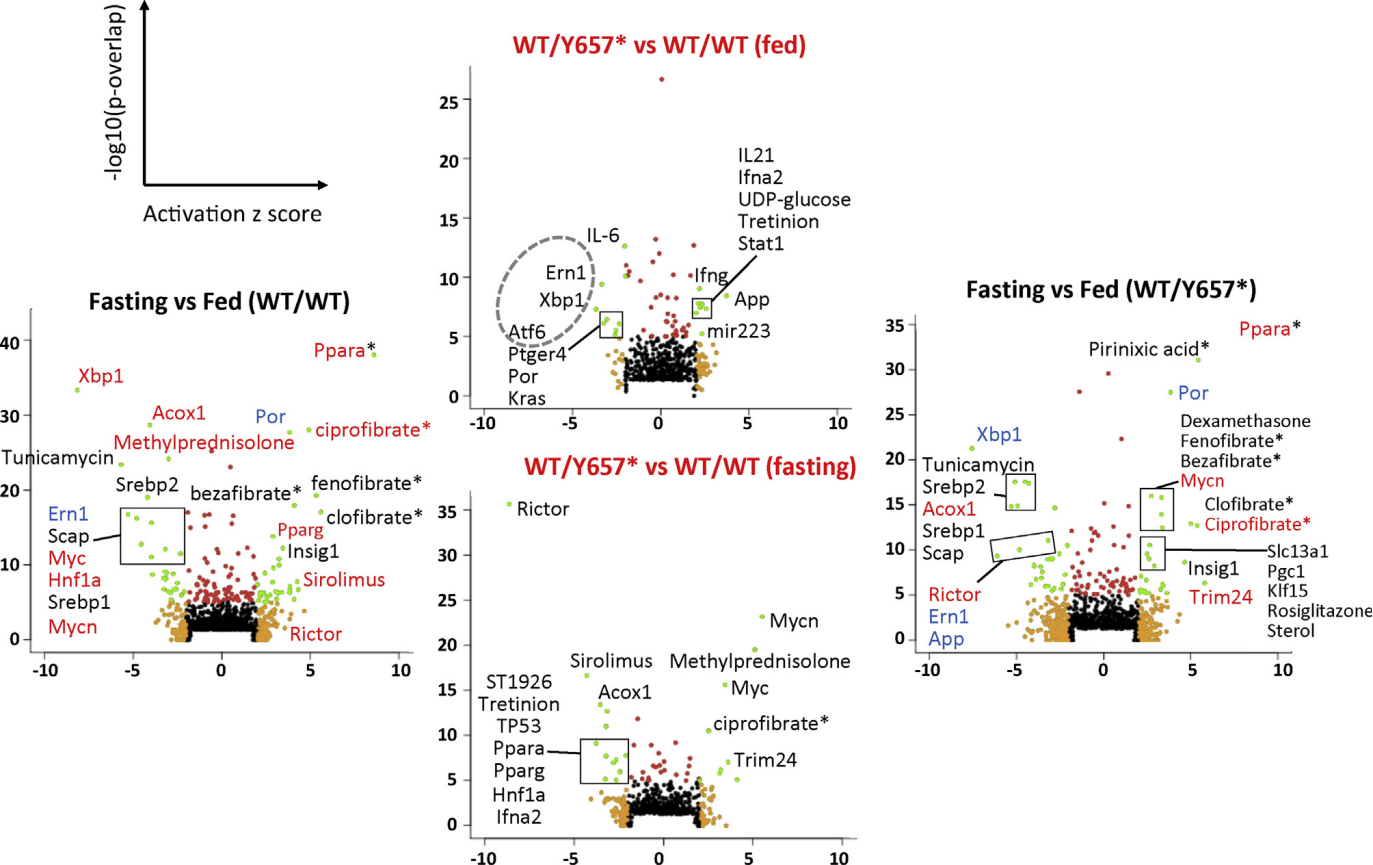
**Pathway analysis of liver transcriptomes of fed and fasted mice.** Volcano plots are shown for predicted upstream regulators derived from Ingenuity® Pathway Analysis (IPA®) of transcriptomes of fed and fasted male *Pik3r1*^*WT/Y657*∗^ (*n* = 6,6) mice and wild-type littermates (*n* = 6,6). Outside plots show regulators showing differential activity in the fasting state compared to the fed state for wild-type (WT; left) and *Pik3r1*^*WT/Y657*∗^ (right) mice. Central plots show regulators with differential activity in *Pik3r1*^*WT/Y657*∗^ vs WT mice in the fed state (top) and fasting state (bottom). The green dots represent data point with an activation *z* score <−2 or >+2 and a *p*-value <1 × 10^−5^. Regulators showing differential activity in either genotype-based comparison are coloured red (activation *z* score > +2 in *Pik3r1*^*WT/Y657*∗^ vs WT mice) or blue (activation *z* score < −2 in *Pik3r1*^*WT/Y657*∗^ vs WT mice) in the outside plots showing differences based on nutritional state. Statistical analysis was performed using a general linear model with Bonferroni correction.

In view of the transcriptomic evidence of reduced Rictor activity, plasma and hepatic amino acid and β-hydroxybutyrate concentrations were determined. This revealed increased β-hydroxybutyrate in the liver from fed *Pik3r1*^*WT/Y657*∗^ mice with a trend towards an increase in plasma, but no difference between genotypes when fasted (Figure S7A). The fall in plasma amino acid concentrations seen in fasting wild-type mice was lost in *Pik3r1*^*WT/Y657*∗^ mice, with a trend towards a generalised increase in liver amino acids (Figure S7B,C). These findings add to the evidence for abnormal transitions between fed and fasted states in *Pik3r1*^*WT/Y657*∗^ mice, and suggest that reduced intra-hepatocyte amino acid concentrations on fasting do not explain the pronounced reduction in Rictor signalling suggested by transcriptomics.

## 4 Discussion

Most monogenic defects causing severe IR primarily affect adipose tissue development, and metabolically phenocopy common IR [1]. In contrast, humans with severe IR due to proximal insulin signalling defects do not have the dyslipidaemia, fatty liver, nor decreased plasma adiponectin concentration usual in common IR [6,7,13,36]. This was first noted in people with insulin receptor mutations [13], but more recently, has been described in SHORT syndrome [6,7], in which the lack of fatty liver and dyslipidaemia is particularly striking given concomitant lipodystrophy. Fatty liver and atherogenic dyslipidaemia are major sources of IR-related morbidity, so investigating how these are dissociated from IR in the face of proximal insulin signalling defects will potentially reveal novel approaches to mitigate IR-associated disease.

The novel mice generated, heterozygous for the Pik3r1 Y657∗ allele, show reduced growth, severe IR, and severely reduced adipose accretion on high-fat feeding. Although IR in *Pik3r1*^*R649W/WT*^ mice described previously was reported to spare skeletal muscle [31], we found skeletal muscle to be insulin resistant both in clamps, and *ex vivo,* in keeping with the ubiquitous expression of the mutant allele.

Despite severe IR, *Pik3r1*^*WT/Y657*∗^ mice were hypolipidemic on chow or HFD, and in fed and fasted states, while the increase in liver triglyceride usual in lipodystrophic IR was absent, validating it as a model of the human phenomenon we aimed to study. Knockout evidence that PI3K signalling mediates insulin's stimulation of liver *de novo* lipogenesis led us to expect reduced transcript levels of *Srebp* and its target genes (e.g. [16,17]), however we found no evidence supporting this or other candidate transcriptional mechanisms including reduced lipogenic activity of *Xbp1* [34].

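Of a hand-written list of insulin-responsive genes, 19 were tested. On fasting 12 were called in wild-type mice and 15 in WT/Y657* mice, 11 of them in both and in the same direction. On refeeding 15 and 13 were called, 13 of them in both and in the same direction. *Pck1* rose on fasting by 1.07 in wild-type and 1.24 in WT/Y657* mice (adjusted p = 0.000313 and 4.5e-05, edgeR) and fell on refeeding, with log2 fold changes of -1.08 and -1.09. After adjustment over all genes tested, the response differed by genotype for 1 gene on fasting and 1 on refeeding, in both cases *Srebf1* (difference -1.24, adjusted p = 0.00775, and 1.04, adjusted p = 0.0356, edgeR). Adjusted over the list alone, *Srebf1* remained on fasting, and on refeeding *Trib3* was called beside it (difference 1.96, adjusted p over the list 0.0171, edgeR).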

RNA sequencing showed most insulin-responsive genes to respond normally to fasting and refeeding. Given elevated plasma insulin concentrations, this could be construed as showing compensated hepatic IR, as expected from a proximal insulin signalling defect. Fasting-responsive programmes, such as those orchestrated by PPARα, were intact in *Pik3r1*^*WT/Y657*∗^ mice, however pathway analysis suggested reduced ER stress signalling and showed altered inflammatory signatures in the fed state, with a strikingly reduced Rictor signature in the fasted state. These transcriptional clues may be pertinent to the protection from dyslipidaemia as ER stress signalling promotes fatty liver and dyslipidaemia [37], while Rictor drives hepatic lipogenesis [38], however further study is needed. Impaired induction of Rictor activity in this case may reflect Pik3r1's role in amino acid activation of Rictor [39].

*Pik3r1*^*R649W/WT*^ mice have been shown to have less subcutaneous adipose tissue [31] and reduced adipose expansion in obesogenic conditions [40], as in the current report, which was interpreted as evidence of lipodystrophy. However, constrained adipose expansion produces inflammation of overloaded, hypertrophic adipose tissue during chronic positive energy balance [1], and the normal adipocyte appearance, lack of adipose inflammation, and normal differentiation of preadipocytes *ex vivo* in both studies argue against this [31].

Reduced adipose mass can reflect altered energy balance rather than lipodystrophy. Reduction of PI3K pathway activity by overexpression of the lipid phosphatase *Pten* in mice was previously reported to enhance energy expenditure via brown adipose tissue activation [41], albeit without IR, while pharmacological or genetic inhibition of the p110α catalytic subunit of PI3K has also been associated with increased energy expenditure [[40], [41], [42], [43]]. Moreover, a similar energetic phenotype on brown adipose-specific knockout of Pik3r1 has recently been described [44]. On HFD we found that food intake and energy expenditure were both increased in *Pik3r1*^*WT/Y657*∗^ mice. Given unaltered locomotor activity, intestinal lipid absorption, and lean tissue growth, reduced adipose accumulation shows that increased energy expenditure outweighed increased food intake, and is thus the primary abnormality. Reduced thermal insulation in smaller animals is an unlikely explanation [43]; hence, we conclude that increased energy expenditure explains reduced adipose accretion. Increased brown adipose tissue activity is the most likely explanation, as in models with p110α inhibition [[40], [41], [42], [43]], but this requires further study.

Increasing brown adipose tissue function reduces plasma triglyceride and cholesterol concentrations [45,46], and this reduces atherogenesis when liver scavenging of triglyceride-depleted lipoproteins is intact [45]. This accords with the hypolipidemia of *Pik3r1*^*WT/Y657*∗^ mice, and humans with SHORT syndrome. As brown fat is now known to occur in humans, it would be of interest to establish whether it is hyperactive in people with SHORT syndrome. In addition, given the normal lipid profile despite severe IR in people with insulin receptor mutations [13], and the reduced adipose tissue in mice harbouring a common dominant negative insulin receptor allele on an obesogenic diet [47], it will be of interest to assess whether the bioenergetic consequences of reduced PI3K signalling are also seen in the face of insulin receptor dysfunction.

## 5 Conclusions

We report a novel mouse model of SHORT syndrome recapitulating the severe IR without dyslipidaemia seen in humans. Hepatic lipogenesis and lipogenic gene expression were unimpaired, and transcriptomic pathway analysis suggested only mild nutritional state-specific abnormalities in liver gene expression. White adipose tissue was reduced on HFD, but did not show inflammation of hypertrophy, while energy expenditure was increased, raising the testable possibility that the reduced adipose mass in SHORT syndrome does not represent true “lipodystrophy”. The most likely mechanism explaining uncoupling of IR from dyslipidaemia in SHORT syndrome is increased brown adipose activity, consistent with other murine evidence that inhibition of PI3K results in beneficial metabolic alterations as well as IR.

## Author contributions

Conceptualization, RKS, AK; Methodology, SV, AK, PV, IZ, JJ, JG, JW, RA Formal Analysis, AK, IZ, SV, IHD, PT, DAB, DH, RK, PV, JG, JW, JJ, RKS; Investigation, AK, IZ, SV, IL, IHD, PT, DAB, DH, RK, PV, JJ, RKS; Writing – Original Draft, RKS, AK, IHD; Writing – Review & Editing, IZ, SV, PT, DAB, DH, RK, AVP, PV, JJ, SO; Supervision, RKS; Project Administration, RKS; Funding Acquisition, RKS, SO, AVP.

# Supplementary material for: Truncation of Pik3r1 causes severe insulin resistance uncoupled from obesity and dyslipidaemia by increased energy expenditure
**Source:** Mol Metab. 2020 May 19;40:101020. doi: 10.1016/j.molmet.2020.101020
**Supplement:** Multimedia component 1

**Supplementary Information for**

**Truncation of Pik3r1 causes severe insulin resistance uncoupled from obesity and dyslipidemia by increased energy expenditure**

Albert Kwok, Ilona Zvetkova, Sam Virtue, Ineke Luijten, Isabel Huang-Doran, Patsy Tomlinson, David A. Bulger, James West, Steven Murfitt, Julian Griffin, Rafeah Alam, Daniel Hart, Rachel Knox, Peter Voshol, Antonio Vidal-Puig, Jørgen Jensen, Stephen O’Rahilly, Robert K Semple

**This PDF file includes:**

Tables S1 to S4

Figs. S1 to S7

**Table S1. Fasting biochemical profile of blood from female Pik3r1^WT/WT^ and Pik3r1^WT/Y657*^ mice.** Results are expressed as mean ± S.E.M. * denotes values differing significantly (P < 0.05) between genotypes. Statistical comparisons were undertaken using the student’s t-test.

|  | **Pik3r1^WT/WT^ (n=10)** | **Pik3r1^WT/Y657*^ (n=14)** | **p** |
| --- | --- | --- | --- |
| **Glucose (mmol/L)** | 11.6 ± 1.0 | 10.9 ± 1.0 | 0.62 |
| **Insulin (pmol/L)** | 172.5 ± 43.1 | 241.5 ± 51.6 | 0.27 |
| **Leptin (μg/L)** | 2.7 ± 0.6 | 2.5 ± 0.6 | 0.71 |
| **Adiponectin (mg/L)** | 41.9 ± 1.5 | 40.1 ± 1.6 | 0.41 |
| **Total cholesterol (mmol/L)** | 2.8 ± 0.1* | 2.4 ± 0.1* | 0.01 |
| **HDL cholesterol (mmol/L)** | 1.3 ± 0.0* | 1.0 ± 0.1* | 0.01 |
| **Triglycerides (mmol/L)** | 1.3 ± 0.1* | 1.1 ± 0.1* | 0.02 |
| **Testosterone (μg/L)** | 0.2 ± 0.1 | 0.2 ± 0.0 | 0.51 |

**Table S2. Pathway Analysis of Liver Transcriptome: Upstream regulators predicted to show differential activity**

**Table S3. Details of assays used to measure plasma parameters.** All the measurements were conducted following the manufacturer’s instructions.

| **Plasma parameter** | **Assay manufacturer** |
| --- | --- |
| Glucose | Siemens Healthcare Diagnostics |
| Insulin | Meso Scale Discovery or Crystal chem |
| Leptin | Meso Scale Discovery |
| Adiponectin | Meso Scale Discovery |
| Triacylglycerol | Siemens Healthcare Diagnostics |
| Total cholesterol | Siemens Healthcare Diagnostics |
| HDL cholesterol | Randox |
| VLDL cholesterol | Cusabio |
| Free fatty acids | Roche |
| Testosterone | IBL international |

**Table S4. Reagents used for Gene Expression Analysis.**

| **ANTIBODIES** | | |
| --- | --- | --- |
| **Target** | **Commercial Supplier** | **Catalogue number** |
| p85α | Cell signalling | 4257S |
| p85β | Novus | NBP2-19817 |
| p110α | Cell signalling | 4249S |
| p110β | Cell signalling | 3011S |
| pAkt^S473^ | Cell signalling | 9271S |
| pAkt^T308^ | Cell signalling | 9275S |
| Total Akt | Cell signalling | 2920S |
| β-actin | Cell signalling | 4967S |
| GAPDH | Abcam | ab8245 |
|  | | |
| **REAL TIME QUANTITATIVE PCR** | | |
| **Target** | **Primers** | **Probe** |
| Pck1 | For: TGTGGGCGATGACATTGC  Rev: TGGCATTTGGATTTGTCTTCAC | FAM- TATCAACCCAGAAAACGGGTTTTTTG-TAMRA |
| G6pc | For: CCAACCACAAGATGACGTTCA  Rev: ACTCTTGCTATCTTTCGAGGAAAGA |  |
| Srebp1c | For: GCCATGGATTGCACATTTGA  Rev: GGCCCGGGAAGTCACTG | FAM-GACATGCTCCAGCTCATCAACAACCAAG-TAMRA |
| Acc1 | For: AGCATGTCTGGCTTGCACCTAGTA  Rev: CTGCTGCAATACCATTGTTGGCGA | N/A |
| Fasn | For: GCCCAGACAGAGAAGAGGCA  Rev: CTGACTCGGGCAACTTCCC | FAM-GGAGGAGGTGGTGATAGCCGGTATGTC-TAMRA |
| Scd1 | For: CTTGCGGATCTTCCTTATCATT  Rev: GATCTCGGGCCCATTCG | FAM-ACCATGGCGTTCCAGAATGACGTGT-TAMRA |
| Mvk | For: TCCAGCAAGGGACGATGTC  Rev: CTTGGTGTTGGTGAGCAGGAT | N/A |
| B2m | For: ACTGATACATACGCCTGCAGAGTT  Rev: TCACATGTCTCGATCCCAGTAGA | N/A |
| Eef1a1 | For: CACATCCCAGGCTGACTGT  Rev: TCGGTGGAATCCATTTTGTT | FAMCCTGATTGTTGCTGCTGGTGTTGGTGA-TAMRA |
| Ppia | For: TTCCTCCTTTCACAGAATTATTCCA  Rev: CCGCCAGTGCCATTATGG | FAM-ATTCATGTGCCAGGGTGGTGACTTTACAC-TAMRA |
|  | **Thermo Fisher Scientific Assay ID** | |
| *Gck* | Mm00439129_m1 | |
| *Igfbp1* | Mm00515154_m1 | |
| *Srebp2* | Mm 01306292_m1 | |
| *Nsdhl* | Mm 00477897_m1 | |
| *Ywhaz* | Mm 03950126_s1 | |
| *Pklr* | Mm00443090_m1 | |
| *Acacb* | Mm01204671_m1 | |
| *Dgat2* | Mm00499536_m1 | |

**Figure S1. Generation of Pik3R1^WT/Y657*^ mice.** (A) Targeting vector used to generate WT/657* mice. (B) Protein expression of class 1A PI3K subunits in liver, skeletal muscle (Quadriceps), inguinal and epididymal white adipose tissues. The loading control for liver and adipose tissue lysates was β-actin while GAPDH was used as a loading control for skeletal muscles. Coomassie stained gels indicate even loading of lysates. Arrows indicate the p85β protein bands.

**Figure S2. Effect of Y657* on embryonic development.** (A)-(B) Representative images and weights (adjacent scatter plot) of Pik3r1^WT/WT^ (WT/WT), Pik3r1^WT/Y657*^ (WT/Y657*) and Pik3r1^Y657*/Y657*^ (Y657*/Y657*) embryos at E11.5. Scale bar = 5mm. (C)-(E) Embryo weights at (C) E13.5 (n = 22 for WT/WT and 19 for WT/Y657*), (D) E15.5 (n=17 and 13) and (E) E18.5 (n=18 and 22). Data are presented as mean ± SD. * = p < 0.05; ** = p < 0.01; ***=p<0.001.

**Figure S3. Body composition change and adipokine concentrations normalised to total fat mass on high fat diet.** (A) % Gain in fat and lean mass on chow (n=17 for Pik3r1^WT/WT^ (WT/WT) and 12 for Pik3r1^WT/Y657*^ (WT/Y657*)) (B) % Gain in fat and lean mass on 45% fat diet (n=17 and 12). Gain in mass is shown as week 16 fat or lean mass expressed as a percentage of corresponding week 8 values. Data are presented as mean ± SD; *** = p < 0.001. (C) Plasma leptin concentration (μg/L) normalised to TD-NMR-derived absolute fat mass (g) (n=15 for WT/WT and n=11 for WT/Y657*). (D) Plasma adiponectin concentration (mg/L) similarly normalised to absolute fat mass (n=16 and 11). Data are presented as mean ± SD. * = p < 0.05 and *** = p < 0.001.

**Figure S4. Glucose homeostasis in female Pik3r1^WT/Y657*^** **mice on chow.** (A) Oral glucose tolerance testing and area under the curve (AUC) comparison (n=10 for Pik3r1^WT/WT^ (WT/WT) and n=15 for Pik3r1^WT/Y657*^ (WT/Y657*)) (B) Blood insulin concentrations during OGTT and corresponding AUCs (C) Insulin tolerance testing and AUCs (n=10 and 14). Data are presented as mean ± SD. * = p < 0.05 and ** = p < 0.01.

**Figure S5. Insulin-induced Akt Thr308 phosphorylation in insulin target tissues of Pik3r1^WT/Y657*^ mice.** (A)-(D) 16 week-old male mice were injected intraperitoneally with 2U/kg insulin and tissues were harvested 10 minutes later. Representative immunoblots for pAkt^T308^ and total Akt and corresponding quantification are shown for 6 animals per genotype per condition for (A) liver (B) skeletal muscle (Quadriceps) (C) eWAT and (D) ingWAT. (E) Representative immunoblots and quantification for Soleus and EDL lysates after *ex vivo* insulin stimulation (n=5 and 4). Numerical data are presented as mean ± SD. * = p < 0.05, ** = p < 0.01, ***p = < 0.001 and **** = p < 0.0001.

**Figure S6. Selected liver transcriptional responses to fasting and refeeding of Pik3r1^WT/Y657*^ mice.** mRNA expression was determined by real time quantitative PCR for (A) *Pklr* (B) *Acacb*, (C) *Dgat2*, (D) *G6pc*, and (E) *Gck.*  (G) *G6pc*:*Gck* expression ratio at the same time points. Data are presented as mean ± SD * = p < 0.05; ** = p < 0.01.

**Figure S7. Plasma and liver amino acid and beta-hydroxybutyrate profiles of fed and fasted mice.** (A) β-hydroxybutyrate concentrations in liver and plasma of male Pik3r1^WT/WT^ (WT/WT) and Pik3r1^WT/Y657*^(WT/Y657*) mice (n=6). Means ± SD are shown. * = p < 0.05. (B) Volcano plots showing differences in plasma amino acid concentrations between nutritional states (outside plots) and genotype (central plots). (C) Volcano plots showing differences in liver amino acid concentrations between nutritional states (outside plots) and genotype (central plots). Selected amino acids are indicated by single letter codes. 6 mice were studied in all groups.

How the deposited data were processed for this re-analysis (not part of the article)

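Livers of 36 male mice aged 16 weeks were sequenced, 6 wild-type and 6 WT/Y657* mice in each of 3 states: fed, fasted for 16 h, and refed for 6 h after a 16 h fast. Genotype, feeding state and mouse number were taken from the sample labels, and heterozygosity of the mutant mice from the paper. The authors deposited an estimated count per gene and mouse, without normalization, for 38283 genes. The labels name Cuffdiff for alignment and FeatureCount for counting. Their protocol text speaks of counting on annotated human genes, although the livers are from mice, and the deposited gene identifiers were used as given. Neither the labels nor the paper's text name the genome build, the annotation release or the versions. The paper refers to an earlier report for its sequencing protocol. A second table deposited by the authors holds other values, the means that a linear model fitted to each gene per condition, which contain no variation between mice and were used only to compare fold changes.

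Of the estimated counts above 0, 3.64% were not whole, and all counts were rounded. Total counts per mouse had a median of 13596664.5 and ranged from 8839481 to 19542778, and the common biological coefficient of variation was 0.181. Of the genes in the table, 25336 had a count, and 36341 (94.9%) were found by identifier in the GENCODE M21 annotation of GRCm38, from which gene length, GC content and coordinates were taken. A length was found for 98.8% of the genes tested.

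Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the 6 groups, which left 13945, libraries were scaled by TMM, and glmQLFit with robust dispersions was fitted with 1 coefficient per group over all 36 libraries. Contrasts were tested two-sided with glmQLFTest, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. They were wild-type against WT/Y657* mice in each state, fasted against fed and refed against fasted mice in each genotype, and the difference of each response between genotypes. The labels name edgeR's likelihood ratio test for the authors' own comparison, and it was run as an alternative.

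For lists of target genes, log2 CPM with a prior count of 2 was centred on each gene's mean over all mice and averaged over the list in each mouse. Group means of this score were compared by an exact permutation test, two-sided, over the 924 arrangements of 6 against 6 mice, and adjusted over 11 lists within each comparison. The difference of genotype effects between states was tested by permuting genotype within each state (100000 resamples). Each list was also compared with the other genes by camera (limma 3.58.1) with the correlation within the list estimated. A preset correlation of 0.01 was run as an alternative. The lists were written by hand from well-known targets and are not those of the commercial pathway analysis that the paper used, which is not analysed here. Their themes follow regulators that the paper names, so they were not chosen blind to its results.

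The text draws on the genes whose liver transcript or regulator activity the paper names. For each comparison of genotypes it also draws on up to 5 genes that rose and 5 that fell most among the called genes with a mean CPM of at least 1 and no overlap between the groups, for each fasting response on 3 and 3, and for each list on the 3 members with the smallest p. Some results planned under these rules are not reported here.

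The fit was tested on simulated counts drawn from the means and library sizes of these mice. Of 198 changed genes tested, 172 (86.9%) were recovered, 76.4% at a log2 change of 1, and 6 of 178 calls (3.37%) were false, among 13782 genes. No gene was called where none had been changed. The simulated counts followed a smooth trend of dispersion with expression and held no correlation between genes and no batches. They therefore do not measure how often the fit makes false calls in these mice. No change smaller than 1 was simulated, while called genes had a median absolute log2 fold change of 0.59 between fed and 0.41 between fasted genotypes.

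The alternatives were DESeq2 1.42.0, edgeR's likelihood ratio test, limma-voom, scaling by DESeq2's size factors or by library size alone, no filter or at least 10 counts in every library, fits to fewer groups, Bonferroni adjustment, mouse number as a covariate, corrections for gene length and GC content by a smooth fit, leaving out each mouse in turn, and other gene lists, including Reactome sets. The Reactome sets were matched to the hand-written lists by theme after the scores of the latter had been seen. Quantitative PCR, protein, metabolite and clamp measurements were not analysed here.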

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

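The tests of mouse number among fed mice, of mouse number series on numbers of genes, of GC content, of library depth and of clock genes were chosen only after the results they bear on had been seen. The series covariate and the GC correction were planned as alternatives, and only their use as tests of these explanations came later.

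The difference between genotypes was itself different in fasted and fed mice for 6 of 11 gene lists, by permuting genotype within each state (two-sided, adjusted over 11 lists). The fasted difference minus the fed one was 0.44 for endoplasmic reticulum chaperone genes (permutation, adjusted p = 0.0103), where 4 of 6 fed WT/Y657* mice lay below every wild-type mouse. Of 6 fasted ones, 2 lay above and 1 below every wild-type mouse, and the fasted difference by itself was 0.082 (exact permutation p = 0.450). The fasted difference minus the fed one was -0.80 for interferon alpha and -0.93 for interferon gamma genes (permutation, adjusted p = 0.000880 for each). In both lists 4 of 6 fed WT/Y657* mice lay above every wild-type mouse, while 5 and 4 of the fasted ones lay below. For ribosomal protein genes it was 0.43 and for *Myc*-responsive genes 0.20 (permutation, adjusted p = 0.00195 for each), with 6 and 4 of 6 fasted WT/Y657* mice above every wild-type mouse. Among fed WT/Y657* mice, 3 of 6 lay below every wild-type mouse in the *Myc* list, whose difference was -0.10 when fed and 0.093 when fasted. In the ribosomal list 2 fed ones lay below and 1 above. For *Srebp1*-responsive genes the fasted difference minus the fed one was -0.74 (permutation, adjusted p = 0.0157), with 1 of 6 WT/Y657* mice outside the wild-type range in each state, above it when fed and below it when fasted. The difference of 1.02 for IL6-responsive genes did not pass adjustment (permutation, adjusted p = 0.0649).

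By gene, the response to fasting differed by genotype for 607 genes and the response to refeeding for 287. Of 100 drawn assignments of genotype, the real one included, 2 gave as many genes for fasting and 1 for refeeding. The highest of the others gave 1136 genes for fasting and 2 for refeeding. The fed mice limit what the fasting result can show, because their genotypes nearly follow mouse number. Between genotypes 330 genes were called in fed mice, and 3 of 100 drawn splits, the real one included, gave as many. The highest of the others gave 455. The split of the same 12 mice into the 6 lowest and the 6 highest mouse numbers gave 290. With blocks of neighbouring mouse numbers as a covariate 0 genes were called, against 627 at an unadjusted p under 0.05, fewer than 5% of those tested. This model estimates genotype only from the block that holds both, 2 wild-type and 3 WT/Y657* mice, so it would call few genes whatever the cause. Within that block 322 of the 330 fold changes kept their sign and 304 were smaller, but these genes were selected with the same mice. Because genotype and mouse number nearly coincide, and not because of these counts, the fed difference and each contrast of the fasted with the fed difference cannot be told apart from mouse number, which may stand for litter, cage or day of collection. Hour of collection is not excluded either, because a score of clock genes differed by -0.47 between fed genotypes (exact permutation p = 0.0325). The refeeding result does not involve fed mice, but among gene lists no difference between refed and fasted mice passed adjustment (permutation, lowest adjusted p = 0.0968, for interferon gamma and ribosomal protein genes).

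The higher ribosomal protein and oxidative phosphorylation scores of fasted WT/Y657* mice were tested against technical explanations. Of 10000 random lists of genes of similar length and expression, none had a median log2 fold change as large as either list, a share of 1e-04 for each, the smallest they can give, and lists matched on GC content gave the same share. Genes within each list vary together (estimated correlation 0.57 and 0.46), which genes of a random list need not, so this share is no measure of significance. It shows only that genes of like length or GC content did not shift as far. After correction for gene length the differences were 0.35 for ribosomal protein and 0.13 for oxidative phosphorylation genes, against 0.41 and 0.21 before. Correction for GC content left them at 0.41 and 0.20, so it hardly acted on these lists. The lists matched on GC content reached median log2 fold changes of at most 0.015 and 0.024, against 0.41 and 0.23 in the real lists. These values argue against GC content as the source of the differences in these lists. The ribosomal difference was 0.52 in the lower-numbered and 0.29 in the higher-numbered series of mice, and the oxidative phosphorylation difference 0.24 and 0.18. In the higher-numbered series all wild-type numbers lie below all WT/Y657* numbers, so the values there do not exclude mouse number within the series. Neither total counts (exact permutation p = 0.487) nor the share of counts on the 10 highest genes (exact permutation p = 0.803) differed between fasted genotypes. Reads shared with processed pseudogenes were not tested. Collection time is not excluded, because a score of 8 clock genes was lower in fasted WT/Y657* mice by -0.47 and -0.44 in the 2 series. Exchanging mice only within series, this difference had an exact permutation p of 0.085, which passes no threshold and excludes no difference in collection time. The 2 series of fasted mice differed more in this score, by 1.16, and 16 genes were called between them. Each series holds both genotypes, whose difference adds to the spread, so this count is weak evidence on collection time. The ribosomal protein and oxidative phosphorylation scores differed by 0.066 and 0.13 between series (exact permutation p = 0.645 and 0.123), which gives no clear direction. Library index follows genotype among fasted mice too. Of the fasted libraries that share the second index, every wild-type one has a lower first index than every WT/Y657* one. The remaining fasted library is from a WT/Y657* mouse and has another second index. An effect of library preparation was not tested. A genotype effect on these genes is a hypothesis that these tests leave standing. It is not fully told apart from collection time, from library preparation, nor from pseudogene reads.

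In 6 of 78 sets of 6 mice, 1 mouse lay far from the others in a gene list score, where chance gives about 3.9. A fasted wild-type mouse had an IL6 score of 1.11, with the others between -0.43 and -0.059. In refed mice the IL6 score was 0.52 in 1 wild-type mouse and 0.88 in 1 WT/Y657* mouse. Among fasted WT/Y657* mice, 1 had both a PPARα score of 0.48 and an *Srebp1* score of -1.22, and another an interferon alpha score of 0.091. No mouse was left out for this, no explanation was tested, and the number of such mice is near what chance gives.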

How the results depend on the processing

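The alternatives were fixed before the data were examined, except the blocks of mouse numbers among fed mice, which were chosen after seeing the data. The Reactome sets were planned, but were matched to the lists after the scores of these had been seen. No paired analysis was possible because no mouse number is shared between groups. The Reactome set for PPARα targets was not run because 1 of its genes was tested. The causes of the changes below were not tested.

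Among numbers of genes, gene list scores, *Pik3r1* and the correlation of fasting responses, 229 combinations of a result and an alternative kept direction and side of the threshold, or stayed within 1.5 times the count.

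Numbers of genes are given with, or as, the percentage of the genes that each fit tested. The number called between fed genotypes, 330 (2.37%), moved most. It was 644 (4.62%) with DESeq2, 516 (3.70%) with edgeR's likelihood ratio test, 756 (5.42%) with library size alone and 207 (0.819%) without a filter. It was 30 (0.231%) with only the fed libraries, 0 with blocks of mouse numbers (627 at an unadjusted p under 0.05) and 13 (0.0932%) by Bonferroni adjustment. Leaving out each mouse in turn gave 0.483% to 6.35%. Between fasted genotypes 1821 (13.1%) became 140 (1.00%) by Bonferroni adjustment and 8.30% to 14.2% with each mouse left out. Between refed genotypes 4 (0.0287%) became 25 (0.179%) with DESeq2, 18 (0.129%) with the likelihood ratio test and 2 (0.0143%) by Bonferroni adjustment. By Bonferroni adjustment fasting changed 7.11% of genes in wild-type mice (32.0% before) and 7.08% in WT/Y657* mice (32.9% before), and refeeding 5.89% (30.2%) and 6.43% (31.3%). The response to fasting differed by genotype for 607 (4.35%), which became 386 (1.53%) without a filter and 28 (0.201%) by Bonferroni adjustment. For refeeding 287 (2.06%) became 152 (0.601%) and 12 (0.0861%). Of the insulin-responsive genes 5 on fasting and 4 on refeeding were called in both genotypes by Bonferroni adjustment. The fasting responses of the 2 genotypes correlated at 0.64 over all genes tested, against 0.81 over those called in wild-type mice.

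With scaling by library size alone the median log2 fold change between fed genotypes was 0.11, against 0.0079 with TMM, and 672 genes were higher and 84 lower, against 169 and 161. Between fasted genotypes 64.4% of the called genes were then higher (49.2% with TMM). It gave 1648 higher and 2931 lower genes for fasting in WT/Y657* mice (2119 and 2472). It gave 2955 and 1373 for refeeding in wild-type mice (2300 and 1917), and 3359 and 1239 in WT/Y657* mice (2391 and 1980). The response to fasting was then more positive in WT/Y657* mice for 210 genes and more negative for 404 (361 and 246), and that to refeeding for 78 and 118 (83 and 204). Between refed genotypes 4 genes were higher and 0 lower, against 3 and 1, with 1329 genes at an unadjusted p under 0.05 under TMM.

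In fed mice the endoplasmic reticulum chaperone difference of -0.36 no longer passed at a mean CPM of at least 10 (-0.33) or with the Reactome sets for ATF6 (-0.25), IRE1α (-0.15) and XBP1 (-0.15), and was -0.13 within the block of fed mice that holds both genotypes. Adjusted p-values of its alternatives ran from 0.0238 to 0.151, and within the block the exact permutation p was 0.6. The interferon alpha difference of 0.30 no longer passed as a median (0.27), at a mean CPM of at least 10 (0.15), with DESeq2's size factors (0.29) or with the Reactome set (0.069). The interferon gamma difference of 0.55 passed with library size alone (0.65), length correction (0.54) and GC correction (0.54). The IL6 difference of -0.99 was -0.050 with the Reactome set for IL6 signalling, which holds pathway components. The *Srebp1* difference of 0.45 reversed to -0.093 with the Reactome set and to -0.065 within the block.

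In fasted mice the proteasome difference passed with library size alone (0.13). The PPARα difference passed as a median (-0.29), at a mean CPM of at least 10 (-0.19) and with the Reactome set of fatty acid oxidation (-0.20), and the *Srebp1* difference at a mean CPM of at least 10 (-0.32). The *Srebp2* difference of -0.44 no longer passed with the Reactome sets of cholesterol biosynthesis (-0.32) and its regulation (-0.21). The ribosomal protein difference passed under all 9 of its alternatives, from 0.26 to 0.45 (adjusted p from 0.00794 to 0.0238), the oxidative phosphorylation difference under 9, from 0.13 to 0.24, and the *Myc* difference under 7, from 0.083 to 0.13.

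Single genes that reversed follow. Within the blocks of fed mice the log2 fold change was -0.026 for *Mlxipl*, 0.021 for *Srebf2*, -0.17 for *Fads2*, -0.54 for *Scd1*, 0.88 for *Mycn*, -0.34 for *Pnpla3* (2.25 and called without blocks), 0.20 for *Mvk*, -0.27 for *Acacb* and 0.14 for *Rictor*. Between fed genotypes *Pik3ca* was 0.075 with library size alone and 0.00019 after length correction, *Rictor* 0.085 and 0.049 under the same settings, and *Pik3r2* -0.034 after GC correction. Between fasted genotypes *Scd1* was 0.46 with limma-voom, 0.032 with library size alone, 0.015 at 10 counts in every library and 0.016 with only the fasted libraries. For fasting in wild-type mice *Pik3ca* was -0.0024 without a filter and *G6pc* 0.14 with limma-voom.

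With each fed mouse left out, the fold change ranged from -0.056 to 0.086 for *Pik3r1*, -0.017 to 0.080 for *Pik3r2*, -0.063 to 0.24 for *Acaca*, -0.62 to 0.15 for *G6pc*, -0.84 to 0.46 for *Igfbp1*, -0.070 to 0.029 for *Rictor* and -0.60 to 0.28 for *Mycn*. With each fasted mouse left out it ranged from -0.0014 to 0.11 for *Pik3r1*, -0.25 to 0.17 for *Scd1*, -0.024 to 0.10 for *Ern1*, -0.013 to 0.091 for *Atf6* and -0.55 to 0.11 for *Mycn*. Leaving out mice aside, tests of single genes and of lists against other genes changed their side of the threshold in 148 further cases, 112 weaker and 36 stronger. Of the 36, 12 were lists that camera passed only with a preset correlation of 0.01, such as the fed chaperone list (adjusted p = 7.3e-23, camera, limma). Its estimated correlation was 0.37, so the preset value overstates the evidence. With each mouse left out, calls of single genes were lost in 82 cases and gained in 14. Over 12 such fits in fed mice, *Saa2* and *Cyp2c69* lost their call in 9, *Cyp2c40* in 8, *Esm1* in 7 and *Rsad2* in 6.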

Differences from the paper's values

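Of 28 group values read by eye from Fig. 4, 24 did not differ by a rule on spread and ratio, and 4 did, all of *Srebf1*. The *Srebf1* transcript, as a percentage of its mean in fed wild-type mice, differed from the values of the paper's quantitative PCR. That assay is named for *Srebp1c*, while sequencing counts all *Srebf1* transcripts. In fasted mice it was 16.7% in wild-type and 8.01% in WT/Y657* mice, against the paper's about 10% and about 4% in Fig. 4G, read by eye. In refed mice it was 37.8% and 37.0%, against the paper's about 24% and about 23% in Fig. 4G, read by eye. With DESeq2's size factors the values were 16.8%, 8.00%, 37.5% and 36.8%, and with library size alone 16.8%, 8.23%, 39.7% and 40.9%, so neither of these alternatives set before the data were examined closed the gap.

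The paper states that *Srebp1c* mRNA did not differ between genotypes in any nutritional state. In Fig. 4G, read by eye, the fasted mean is nevertheless lower in WT/Y657* mice, the same direction as here. By sequencing, which counts all *Srebf1* transcripts together, *Srebf1* was lower in fasted WT/Y657* mice by a log2 fold change of -1.07 (adjusted p = 0.000374, edgeR), with adjusted p-values from 1.4e-06 to 0.0561 over its alternatives, the highest being the Bonferroni adjustment. Its response to fasting differed by -1.24 between genotypes (adjusted p = 0.00775, edgeR).

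The paper states that *Pklr* mRNA was lower in fasted WT/Y657* mice. Here its log2 fold change was -0.72 (adjusted p = 0.158, edgeR), and it was called only with the 12 fasted libraries alone in the fit (-0.70, adjusted p = 0.00855), with adjusted p-values from 0.00855 to 1.00 over its alternatives.

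For fed mice the paper gives an increased interferon gamma signature. The score of the interferon gamma list, which is not the paper's list, was higher by 0.55 in WT/Y657* mice and did not pass adjustment (exact permutation, adjusted p = 0.0524). It passed with scaling by library size alone (0.65), after correction for gene length (0.54) and after correction for GC content (0.54), with adjusted p-values from 0.0159 to 0.206 over its alternatives. For fasted mice Table S2 lists reduced PPARα activity. The PPARα list differed by -0.16, in part through 1 WT/Y657* mouse that lay far from the others, and did not pass adjustment (exact permutation, adjusted p = 0.0646). It passed as a median over genes (-0.29), over genes with a mean CPM of at least 10 (-0.19) and as the Reactome set of mitochondrial fatty acid oxidation (-0.20), with adjusted p-values from 0.0119 to 0.146 over its alternatives.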

Other observations

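The tests of mouse number series on numbers of genes and of clock genes were chosen only after the results they bear on had been seen.

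For each number of called genes, 100 splits of the same mice into groups of the same sizes were drawn, the real one included. As many genes as the real split were given by 1 split for genotype in fasted mice, where the highest of the others gave 274, and by 3 splits for genotype in refed mice, where the highest gave 36. For fasting and refeeding in each genotype only the real split gave as many, the highest others being 1766 and 2770 for fasting and 1621 and 1908 for refeeding, in wild-type and WT/Y657* mice respectively.

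Among the 12 fasted mice the split by mouse number series called 16 genes, against 1821 for genotype, and with series as a covariate 1864 genes were called by genotype. Among refed mice the series split called 26 genes, more than the 4 called for genotype, and with series as a covariate the number for genotype was again 4. Each series holds 3 mice of each genotype, but at so few genes the refed genotype difference cannot be told apart in size from that between series.

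The clock gene score differed more between the 2 series of fasted mice (1.16, exact permutation test, two-sided, p = 0.00216) than between fasted genotypes (-0.45, exact permutation p = 0.310, and 0.085 within series). Between fed genotypes it differed by -0.47 (exact permutation p = 0.0325) and between refed genotypes by -0.14 (exact permutation p = 0.210). The difference within each series of fasted mice had the same sign. A difference in the hour of collection between genotypes may therefore contribute to the fasted result and is not excluded by a p of 0.085. The larger clock difference between series went with few called genes. Each series holds both genotypes, whose difference adds to the spread, so that count is weak evidence. The fed clock difference was of similar size. Hour of collection is thus not excluded for the fed differences either, nor for the contrasts of fasted with fed mice.

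In fasted mice the interferon scores lay below those of wild-type mice, by -0.50 for interferon alpha (exact permutation p = 0.00866, adjusted 0.0190, 5 of 6 WT/Y657* mice below every wild-type mouse) and by -0.38 for interferon gamma (exact permutation p = 0.00649, adjusted 0.0190, 4 of 6 mice). The values had the same sign in both mouse number series.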
